# Analysis of anther transcriptomes to identify genes contributing to meiosis and male gametophyte development in rice

**DOI:** 10.1186/1471-2229-11-78

**Published:** 2011-05-09

**Authors:** Priyanka Deveshwar, William D Bovill, Rita Sharma, Jason A Able, Sanjay Kapoor

## Abstract

**Background:**

In flowering plants, the anther is the site of male gametophyte development. Two major events in the development of the male germline are meiosis and the asymmetric division in the male gametophyte that gives rise to the vegetative and generative cells, and the following mitotic division in the generative cell that produces two sperm cells. Anther transcriptomes have been analyzed in many plant species at progressive stages of development by using microarray and sequence-by synthesis-technologies to identify genes that regulate anther development. Here we report a comprehensive analysis of rice anther transcriptomes at four distinct stages, focusing on identifying regulatory components that contribute to male meiosis and germline development. Further, these transcriptomes have been compared with the transcriptomes of 10 stages of rice vegetative and seed development to identify genes that express specifically during anther development.

**Results:**

Transcriptome profiling of four stages of anther development in rice including pre-meiotic (PMA), meiotic (MA), anthers at single-celled (SCP) and tri-nucleate pollen (TPA) revealed about 22,000 genes expressing in at least one of the anther developmental stages, with the highest number in MA (18,090) and the lowest (15,465) in TPA. Comparison of these transcriptome profiles to an in-house generated microarray-based transcriptomics database comprising of 10 stages/tissues of vegetative as well as reproductive development in rice resulted in the identification of 1,000 genes specifically expressed in anther stages. From this sub-set, 453 genes were specific to TPA, while 78 and 184 genes were expressed specifically in MA and SCP, respectively. The expression pattern of selected genes has been validated using real time PCR and *in situ *hybridizations. Gene ontology and pathway analysis of stage-specific genes revealed that those encoding transcription factors and components of protein folding, sorting and degradation pathway genes dominated in MA, whereas in TPA, those coding for cell structure and signal transduction components were in abundance. Interestingly, about 50% of the genes with anther-specific expression have not been annotated so far.

**Conclusions:**

Not only have we provided the transcriptome constituents of four landmark stages of anther development in rice but we have also identified genes that express exclusively in these stages. It is likely that many of these candidates may therefore contribute to specific aspects of anther and/or male gametophyte development in rice. In addition, the gene sets that have been produced will assist the plant reproductive community in building a deeper understanding of underlying regulatory networks and in selecting gene candidates for functional validation.

## Background

The anther is the male reproductive organ in flowering plants and is composed of both reproductive and non-reproductive tissues. The reproductive tissue originates as a mass of primary sporogenous cells which are produced from the division of archesporial cells in the L2 layer of anther primordia. These cells divide mitotically to give rise to the microspore mother cells (or meiocytes), that undergo meiosis to produce haploid tetrads of microspores [1]. This reductional division assures genetic diversity in sexual reproduction *via *pairing and recombination between homologous chromosomes. Cytologically, there are more commonalities than differences between the processes of mitosis and meiosis, e.g., condensation of chromosomes, their distinctive alignment at metaphase, followed by separation of sister chromatids/homologous chromosomes at anaphase, grouping of two nucleoids at telophase, and finally cytokinesis that physically partitions the nucleo-cytoplasmic compartments. Besides these similarities, there are a few vital dissimilarities that distinguish these two processes, including pairing and recombination of homologous chromosomes during meiosis (which underlines the basis of genetic diversity). This is followed by segregation of homologues and non-sister chromatids by unipolar attachment of sister kinetochores to spindles, during the first meiotic division. In the last decade, a number of cell division components involved in chromosome condensation, sister chromatid/homologous chromosome cohesion, kinetochore-spindle attachment/alignment, and cytokinesis have been identified. However, we still know very little about the regulatory networks that control the functioning of such components in a mitosis- or meiosis-specific manner.

Unlike in animals, haploid sperm are not produced directly after meiosis in plants. Instead, the haploid microspores are freed from the tetrad by the action of callase, and then divide mitotically twice to produce a three-celled functional male gametophyte known as pollen. The first mitosis is asymmetric which results in two cells of different sizes and with dissimilar fates. The larger vegetative cell occupies most of the pollen space and does not divide further but later, at the time of germination, forms the pollen tube. The smaller generative cell undergoes one more round of mitotic division (symmetrical this time) to produce two sperm cells. One of the sperm cells fertilizes the egg cell in the female gametophyte to form the zygote and the other fuses with the two polar nuclei to form the triploid endosperm. Development and release of mature pollen is dependent on the elaborate coordination of many genes expressed in both non-reproductive as well as reproductive cell layers of the anther. Thus, the anther is a multicellular organ that undergoes complex processes such as cell fate determination [2], cell differentiation, reductional division [3] and cell-cell communication [4].

Our understanding of the genes that regulate developmental aspects of the anther is largely based on information gathered by gene function knockdown approaches, either by mutagenesis or RNA interference (RNAi). Most of the pioneering research has been done in *Arabidopsis *but at the same time many genes have also been identified and characterized in rice revealing gene function deviations or novel gene functions (for reviews, *see *[5,6]). For example, the characterization of an *Arabidopsis EXCESS MICROSPOROCYTES 1 (EXS/EMS1) *orthologue in rice (*MULTIPLE SPROPOROCYTES I *- *MSPI) *and subsequent delineation of its interaction with the *TAPETUM DETERMINANT 1 (TPD1) *rice orthologue (*OsTDL1A*), revealed its novel function in restricting the number of sporogenous cells in the ovule as well as in the anthers [2,7-10].

Although the gene knockout/knockdown approach (in combination with the over/ectopic-expression approach) can enable classification of a particular gene in context of a biological phenomenon, these methods do not provide detailed information about the other components of the regulatory circuitry that are positioned either upstream or downstream in the hierarchy. Building a regulatory network around this nucleation point is often a difficult task that involves a combination of protein-protein, DNA-protein and mutant analysis strategies. However, analysis of transcriptome level perturbations in developmentally or physiologically distinct states may help in the segregation of various molecular contributors into co-expression groups, which could be further analyzed for specific interactions [11,12]. Microarray-based studies carried out in *Arabidopsis *[13], wheat [14] and rice [15] have revealed the complexity of gene expression during stages of anther development by use of high density microarrays. Honys and Twell [13] carried out transcriptome analysis of male gametophyte development in *Arabidopsis *where they identified and categorized microspore-expressed genes on the basis of co-expression profiles. Of particular note is the study conducted by Crismani and co-workers [14], where these authors used wheat Affymetrix GeneChip to monitor the expression dynamics across seven stages of anther development in the complex polyploid, bread wheat. More recently, in rice, distinguishable differences between the tapetum and male gametophyte transcriptomes have been ascertained by using laser micro-dissected cells of specific tissue types [16,17]. Collectively, all these studies highlight the contrast of expression between gametophytic and sporophytic tissues. However, because of the lack of comparison with other tissue/cell-types most of these studies fall short of identifying genes that express specifically in these cell types and, therefore, would almost certainly be playing significant regulatory roles in controlling various aspects that are unique to male gametophyte development.

An objective of the current study was to identify genes that exhibit anther stage-specific expression patterns. To achieve this we performed whole genome microarray analysis on rice anthers isolated at pre-meiotic (PMA), meiotic (MA), single-celled microspore (SCP), and tri-nucleate pollen (TPA) stages of development. Since whole anthers were used in this study, we expected the data to include contributions from all cell types. We performed differential expression analysis to identify genes regulating precise developmental events during anther development. By including transcriptomic data of four vegetative and seed developmental stages/tissue types in the differential expression analysis, we have attempted to identify and segregate expression profiles specifically (preferentially) relevant to the events related to male gametophyte development. These analyses have identified genes that express specifically in PMA, MA, SCP and TPA. Furthermore, the data have also been analyzed for the expression specificities of known meiosis-related genes and those contributing to sperm cell transcriptomes in other systems. Our data therefore provides a firm foundation for future investigations centered on delineating the molecular networks of male meiosis, early gametophyte development and sperm cell differentiation in rice.

## Methods

### Tissue collection and RNA extraction

Wild type rice (*Oryza sativa *subsp. *indica *cv. IR64) was transplanted in fields in mid-June, 2007. Temperature ranged from 35-40°C^max ^and 25-29°C^min^. A constant water supply was available throughout the growing period. Tissue was harvested at different stages of anther development from about 30 to 60 days after transplant. Florets at various stages of development were dissected using a Leica MZ 12.5 (Leica Gmbh, Wetzlar, Germany) dissecting microscope to collect anthers. Anther squashes were prepared from one representative anther in each floret, stained with DAPI, and observed under a fluorescence microscope (DM 5000B, Leica Gmbh, Wetzlar, Germany) to confirm the developmental stage according to Raghvan [18]. Anthers isolated from 8-10 plants were bulked into three biological replicates.

After collection and staging into separate groups containing four developmentally distinct stages [pre-meiotic anther (PMA; from the first identifiable anther like structure to the end of interface), meiotic anther (MA; leptotene to tetrad), anthers with single celled pollen (SCP) and anthers with tri-nucleate pollen (TPA); Table 1], anthers were placed in Trizol reagent (Invitrogen, CA, USA) and kept at -70°C until RNA isolation. High quality RNA, assessed by a bio-analyzer (Agilent, CA, USA), was used for hybridization experiments with the 57K Rice Genome Array (Affymetrix, CA, USA).

**Table 1:** Classification of rice panicles and florets for categorization of anther development stages

	Anther Development			
	
	(PMA) Pre-meiotic anther	(MA) Meiotic anther	(SCP) Anther with single celled pollen	(TPA) Anther with tri-nucleate pollen
				
Anther development stage [47]	Stage 3-5	Stage 6-8	Stage 9-10	Stage 12-14
Anther length (mm)	0.35-0.45	0.50-0.85	0.90-0.95	2.0-2.5
Floret length (mm)	1.5-2.5	3.5-6.0	7.0-7.5	>8.0
Panicle length (cm)	1.0-5.0	6.0-11.0	8.0-15.0	25.0-30.0

*Note*: Panicle, floret and anther length indexing is standardized only for IR64 cultivar of *Oryza sativa *subsp. *indica*, and may vary in different cultivars of rice

### Microarray experiments

A total of 3 μg of total RNA isolated from anthers was amplified and labeled using a one-cycle target labeling kit (Affymetrix, CA, USA). Target preparation, hybridization, washing, staining and scanning of the chips were done according to the manufacturer's protocol. GeneChip^® ^Operating Software 1.2.1 (GCOS) was used for washing and staining of the chips in a Fluidics Station 450 (Affymetrix, CA, USA) and scanned with a Scanner 3300 (Affymetrix, CA, USA). Three biological replicates processed for each stage with overall correlation co-efficient values of more than 0.97 were further used for the final data analysis, which underlines the high reproducibility and reliability of the microarray data.

### Microarray data analysis

CEL files for four anther development stages generated by GCOS were transferred to ArrayAssist ver. 5.5 (Stratagene, CA, USA) microarray data analysis software for analyses. A combined project was made where CEL files of the four anther stages, as well as those for mature leaf, Y-leaf, root, 7-day-old seedling, shoot apical meristem (SAM; meristematic tissue isolated from the apex of the shoot from plants in which more than half of the tillers already had panicles) and five stages of seed development (S1, S2, S3, S4 and S5), have been deposited to the Gene Expression Omnibus (GEO; http://www.ncbi.nlm.nih.gov/geo/; accession numbers GSE6893 and GSE6901).

The rice Affymetrix GeneChip^® ^contains 57,381 probe-sets, however, not all of the probe-sets correspond to annotated genes, and in some instances more than one probe-set corresponds to annotated genes. Therefore, in order to identify the unique probe-sets that correspond to annotated genes, the MSU Rice Pseudomolecule (ftp://ftp.plantbiology.msu.edu/pub/data/Eukaryotic_Projects/o_sativa/annotation_dbs/) version 5, KOME (http://cdna01.dna.affrc.go.jp/cDNA/) and NCBI (http://www.ncbi.nlm.nih.gov/) databases were used, with the probe-set list manually curated. Consequently, a total of 37,927 probe-sets were identified as unique non-redundant probe-set IDs (after removing hybridization controls, transposable element (TE) related genes, redundant probe-sets and probe-sets without a corresponding locus in the databases mentioned above). All subsequent expression analysis was carried out on this reduced dataset. The MAS5 algorithm was applied (with default parameters) to identify genes that could be classified as expressed or non-expressed. 66% present calls in a triplicate (as PPP, PPA or PMM) dataset were kept as minimum criteria for a gene being 'expressed' or otherwise 'non-expressed'. The microarray data was normalized using the GC-RMA algorithm followed by log_2 _transformation. To identify differentially expressed genes, one-way Analysis of Variance (ANOVA) was performed on the four anther development stages with the Benjamini Hochberg correction [19]. Further, a stringent statistical criterion of at least a 2-fold change at a p-value ≤0.005 was used for gene selection. Cluster analysis was performed using the *K-means *clustering algorithm of ArrayAssist (Stratagene, La Jolla, CA, USA). All the heat-maps were made using GC-RMA log transformed sample averages.

Expression values of probe-sets of *Magnoporthe *genes present on the chip were used as a criterion to define "absent" genes (Additional File 1) since their signal value should represent the background signal. Average of the median for those genes plus 5 i.e., 10 GC-RMA value was put as the upper limit for a gene to be called 'absent'. Annotations for functional alignment of genes were retrieved from Osa1 Rice Genome Annotation Project release 6 (RGAP: http://rice.plantbiology.msu.edu/).

### Identification of putative orthologues in rice

We have previously described the identification of putative rice orthologues of meiotic genes [20]. Briefly, the sequences of *Saccharomyces cerevisiae *and *Arabidopsis thaliana *genes involved in double strand break (DSB) formation, recombination, synaptonemal complex assembly, chromosome pairing and DNA mismatch repair were used as queries for TBLASTX analysis against all green plants at The Institute for Genomic Research's (TIGR) Plant Transcript Assembly (TA) database. A significance value of >E^-20 ^from the TBLASTX analysis was used to identify putative orthologues in wheat, rice and barley. The rice TA IDs for meiotic gene orthologues [20] were used to identify the corresponding rice Osa1 loci (MSU Rice Genome Annotation (Osa1) Release 6.1; http://rice.plantbiology.msu.edu) and their respective Affymetrix probe-sets, which were used for expression analysis. For the identification of sperm-expressed genes, cDNA and EST sequences of *Arabidopsis*, maize and lily were downloaded from TAIR (http://www.arabidopsis.org/) and NCBI (http://www.ncbi.nlm.nih.gov/). These sequences were used as queries for BLASTx against a local database made with the Osa1 Release 6.1 Rice proteins using BIOEDIT software (http://www.mbio.ncsu.edu/BioEdit/bioedit.html), with a significance value of > E^-20 ^used for identifying rice orthologues (Additional File 2).

### Real-time quantitative PCR (Q-PCR)

cDNA for the real-time reactions were synthesized using the same RNA samples that were used for microarrays. Real-time PCR primer designing, reactions and calculations were carried out as described previously [21]. Primers used in the experiment are listed in Additional File 3.

### In situ hybridizations

Florets were fixed in FAA (10% formaldehyde, 5% acetic acid and 50% ethanol) for 24 hours at 4°C and then dehydrated in a graded ethanol series followed by a tertiary butanol series, before placing in paraplast plus (Sigma Aldrich). Paraplast embedded florets were sectioned by using a Leica RM2245 rotary microtome producing 8 μm thick sections that were placed on Poly-L-Lysine coated slides (Polysciences Inc.). Approximately 200 bp sequences from the genes LOC_Os04g52550 and LOC_Os01g70440, were amplified using primers (forward 5'-CATGTTCTTCCTCTGACGACA-3' and reverse 5'-GACACGGACAAAAATTTACTATGG-3') and (forward 5'-CTCCACCTCGCTCTGATTAA-3' and reverse 5'-TCATTTCAATGCAGTACAGGC-3'), respectively. These cloned products were then ligated into the pGEMT-Easy vector (Promega). The clones were linearized with *Sal *I and *Nco *I enzymes for *in vitro *transcription of digoxinin labeled RNA probes with T7 and SP6 RNA polymerase, respectively, according to the manufacturer's instructions (Roche). The *in situ *pre-treatment and hybridization steps were essentially carried out as described [22]. Immunological detection was carried out using the Roche DIG detection kit, following the manufacturer's protocol. Sections were mounted in DPX mounting medium and observed under the microscope (DM 5000B, Leica Gmbh, Wetzlar, Germany).

## Results

### Development-dependent changes in the anther transcriptome

Transcriptome profiling of anther development required isolation of anthers at landmark stages of development, i.e., pre-meiosis (PMA), meiosis (MA), immediately after meiosis where single-celled microspores are released from tetrads (SCP) and mature anthers with tri-nucleate pollen (TPA) just prior to dehiscence. 

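Anthers of the 4 stages were each profiled with 3 biological replicates, 12 arrays of the Affymetrix rice array in all. The authors labelled the RNA, scanned the arrays and normalized them with GC-RMA together with arrays of leaf, root, seedling, SAM and seed stages, which are not analysed here. The deposited values are GC-RMA intensities on the linear scale, called signal here, and the level of a gene is given as the mean ± SD of the 3 arrays of a stage. Genes that are silent in a stage sit near a floor: every array starts at 2.49 or 2.50 and has a median of 6.83 to 7.33, and the brightest value is 49848. Between 40.3 and 41.1% of the rice probe sets on each array lay over 10, the level at or under which the paper takes a gene as absent. The upper quartile was 99.1 to 115 in PMA, MA and SCP arrays and 64.2 to 72.7 in TPA arrays, and 14 of 18 hybridization control probe sets had a higher mean in TPA than in SCP. The values were taken to log2 and fitted with limma over all 12 arrays, and 57258 rice probe sets were tested, of which 22436 are paired with 1 gene. A probe set was called differentially expressed at a Benjamini-Hochberg adjusted p of 0.005 or less and a fold of at least 2 between stage means, and these p-values stand beside each gene as adjusted p. Arrays were also shifted to a common median over the probe sets above background. This moved all rice probe sets by a mean of -0.23, -0.15, -0.11 and 0.50 on the log2 scale in PMA, MA, SCP and TPA. Quantile normalization of the deposited values changed the probe sets over 10 in at least 1 stage by a median of 0.18 in TPA. The values give each transcript relative to the others on its array, not the amount of mRNA per anther. The paper states that another person carried out the microarray experiment on MA, so that person and the MA stage cannot be told apart.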

For this, the rice florets were initially broadly classified on the basis of their size and then one anther from each floret was microscopically examined to confirm the stage of male gametophyte development by staining with DAPI before staging the rest into one of the four classes specified above (Table 1). Microarray data from the three replicates of each stage exhibited correlation co-efficients of 0.99 (PMA), 0.99 (MA), 0.99 (SCP) and 0.97 (TPA). 

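Transcript levels varied least between the MA arrays and most between the TPA arrays. Mature anthers differed from array to array in some abundant transcripts. CAB2R, a chlorophyll a/b-binding protein of the photosynthetic antenna, stood at 464 ± 459.8 in TPA, and the late embryogenesis abundant gene LEA19 at 2188 ± 2359. MST5, a monosaccharide transporter, had 3249 ± 1443 in TPA and rose from SCP by a log2 fold change of 9.10 (standard error 0.29, adjusted p = 1.32e-08 from limma), so that its rise was far larger than this spread. Of 6 photosynthesis genes 1 fell from SCP to TPA and none rose (0 higher and 1 lower when adjusted over the list alone; camera adjusted p = 0.11). Pearson's r over all rice probe sets, on log2 values, was 0.989 to 0.992 between PMA arrays, 0.998 between MA arrays, 0.989 to 0.998 between SCP arrays and 0.967 to 0.984 between TPA arrays. These r values are across probe sets, which are not independent replicates.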

Scatter plot analysis was performed to analyze the extent of transcriptome level variations between the four anther stages (Additional File 4). Interestingly, PMA, MA and SCP showed high correlation values between 0.92-0.96, however, TPA was found to be markedly different in its transcript constitution from the other stages of anther development, with correlation co-efficients ranging between 0.77 and 0.79. This difference was also reflected in the number of differentially (2-fold at p-value ≤ 0.005) regulated genes (7219-8318 between TPA and other anther stages). 

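Several genes that were near the floor in SCP were abundant in TPA. CPK29, a calcium-dependent protein kinase, had a signal of 4.63 ± 0.0132 in SCP and 12960.5 ± 2782 in TPA, a log2 fold change of 11.43 (standard error 0.12, adjusted p = 4.3e-12 from limma). CPK6, of the same kinase family, went from 8.14 ± 5.16 to 3009.9 ± 162, a log2 fold change of 8.70 (standard error 0.33, adjusted p = 4.69e-08). The wall-loosening expansin EXPA26 went from 6.86 ± 0.0418 to 4202 ± 736, a log2 fold change of 9.24 (standard error 0.15, adjusted p = 1.08e-10). OsMADS2, a floral homeotic gene, was bright in every stage, with 9388 ± 1266 in PMA, 10988 ± 25.5 in MA, 17083 ± 1186 in SCP and 11572 ± 2963 in TPA, and passed the test in none of the adjacent comparisons. Pearson's r between the stage means of log2 signal over all rice probe sets was 0.960 for MA and PMA, 0.942 for SCP and MA and 0.926 for SCP and PMA. For TPA it was 0.787 with PMA, 0.795 with MA and 0.799 with SCP. Single TPA arrays correlated with single arrays of the other stages at 0.770 to 0.805.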

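Several transcripts that were abundant in earlier stages were at the floor in TPA. AP25, an aspartic protease of tapetal cell death, had a signal of 601 ± 180.5 in PMA and 7.83 ± 3.20 in TPA, a log2 fold change of -6.29 (standard error 0.29, adjusted p = 1.77e-07) against PMA. The pollen Ole e I family gene POEI25 (LOC_Os02g01190) had 5543 ± 594 in MA and 6.81 ± 1.83 in TPA, a log2 fold change of -9.70 (standard error 0.24, adjusted p = 2.71e-09) against MA. A HOTHEAD-like gene (LOC_Os04g48400) had 3141 ± 435 in MA and 4.97 ± 0.126 in TPA, a log2 fold change of -9.30 (standard error 0.42, adjusted p = 1.65e-07). Against PMA, 14081 probe sets were called in TPA, 4914 higher and 9167 lower. Against MA, 13700 were called, 4727 higher and 8973 lower. SCP against PMA gave 6717, with 2968 higher and 3749 lower. With each array shifted to a common median, the split in TPA turned to 9902 higher and 6626 lower against PMA and 8686 higher and 6557 lower against MA. With an equal-variance t-test 6820 probe sets are called between TPA and PMA, 8942 between TPA and MA and 2060 between SCP and PMA.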

To determine the extent of transcriptome level changes that are required for anthers to differentiate from the undifferentiated meristematic cells, the PMA transcriptome was compared with that of the shoot apical meristem (SAM). The SAM and PMA showed significant correlation (0.94), which gradually declined with the progression of anther development to 0.90 (SAM:MA), 0.87 (SAM:SCP) and 0.73 (SAM:TPA).

The oligonucleotide probes on the rice Affymetrix Genome Array represent 37,927 unique genes including 33,813 gene loci mapped in MSU Rice Genome Annotation Release 6 and 4,114 unique, but unmapped, cDNA/ESTs (KOME and NCBI). This represents 93.5% of the latest estimates of 40,577 non-TE-related protein-coding genes on the rice pseudomolecules. To define the extent of the anther transcriptome, the expressed genes were differentiated from the non-expressed genes (*see *Materials and Methods). Consequently, 21,597 genes were identified as expressed in at least one stage of anther development (Figure 1a). 

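Most genes of the families followed here, as most of all genes paired with a probe set, were measured over background at some point of anther development. Among the meiosis genes 26 of 26 exceeded a signal of 10 in at least 1 of the 4 stages, as did 17 of 17 tapetum and pollen wall genes, which build the coat of the pollen grain. The same held for 24 of 29 expansins, 26 of 30 genes of sugar transport and starch, 19 of 20 calcium-dependent protein kinases and 21 of 29 cytochromes P450. Among regulators, 7 of 8 NAC, 11 of 12 AP2/ERF and 5 of 6 YABBY transcription factors exceeded it. Over the whole array, 28630 of 57258 rice probe sets had a stage mean over 10 in at least 1 stage. Counted as 1 probe set per gene, where a table pairs them, the number was 15592 of 17905 genes. The cytochromes P450, the expansins, the YABBY genes and the genes of sugar transport and starch did not exceed that share. MAS5 detection calls were not used here.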

MAS5 detection calls and their p-values are given in Additional File 5. 

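Some genes near the floor before meiosis were abundant in MA or SCP. The homogentisate geranylgeranyl transferase gene HGGT (LOC_Os06g43880) had a signal of 5.03 ± 0.238 in PMA and 1965 ± 99.0 in MA, a log2 fold change of 8.61 (standard error 0.21, adjusted p = 2.01e-08 from limma). The aquaporin family gene NIP4-1 had 7.50 ± 0.493 in PMA, 16.4 ± 0.669 in MA, 37298 ± 2562 in SCP and 8.87 ± 0.778 in TPA. It rose from MA to SCP by a log2 fold change of 11.15 (standard error 0.077, adjusted p = 1.49e-12) and fell to TPA by a log2 fold change of -12.04 (standard error 0.077, adjusted p = 1.07e-13). In MA 23465 rice probe sets had a mean signal over 10, and in SCP 23588. PMA had 23407. Counted as 1 probe set per gene, MA had 14146, SCP 14116 and PMA 13978.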

The MA and SCP stages were found to express the maximum number of genes, i.e., 18,090 and 17,953, respectively. Number of genes specifically present amongst anthers was identified as those where expression in all the other anther stages except one had GC-RMA expression value less than 10 (*see *Materials and Methods). The TPA transcriptome was the smallest with 15,465 expressed genes but it represented the most diverse transcriptome with the largest proportion (4.4%) of genes expressed specifically at this developmental stage amongst anthers. 

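Mature anthers carried many transcripts that no earlier stage showed. A reticuline oxidase-like gene (LOC_Os06g35590) had a signal of 5.05 ± 0.0582 in SCP and 18593 ± 2205 in TPA, a log2 fold change of 11.84 (standard error 0.071, adjusted p = 6.8e-14 from limma). A monocopper oxidase gene (LOC_Os01g60080) went from 4.22 ± 0.00619 to 14040 ± 223, a log2 fold change of 11.70 (standard error 0.013, adjusted p = 1.94e-18). A gene of the thionin family of small defence peptides (LOC_Os02g03520) went from 5.20 ± 0.0155 to 15888 ± 1434, a log2 fold change of 11.57 (standard error 0.051, adjusted p = 7.8e-15). All of them were at the floor in PMA and MA as well. In TPA 23670 rice probe sets had a mean signal over 10, or 13726 counted as 1 probe set per gene. At a limit of 20 TPA had 19201, against 20302 in PMA, 20417 in MA and 20455 in SCP. Of the 23670, 1141 probe sets, or 4.82%, were over 20 in TPA, at or under 10 in PMA, MA and SCP, and called over the 4 stages. Counted per gene there were 469.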

The proportion of specifically expressed genes was found to be 2.0%, 0.5% and 0.3% in SCP, MA and PMA, respectively.

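OsSub42 (LOC_Os04g45960), of the subtilisin family of proteases, was expressed in SCP, with a signal of 21693 ± 1054 against 4.33 ± 0.0274 in PMA, 4.32 ± 0.00997 in MA and 4.35 ± 0.0138 in TPA. It rose from MA by a log2 fold change of 12.29 (standard error 0.029, adjusted p = 3.95e-16) and fell to TPA by a log2 fold change of -12.28 (standard error 0.029, adjusted p = 7.69e-17). In PMA a PWWP domain gene (LOC_Os05g03110) stood at 189 ± 12.4 and fell to 4.61 ± 0.0114 in MA, a log2 fold change of -5.36 (standard error 0.038, adjusted p = 7.54e-12 from limma). A 2S albumin family gene, SSA5 (LOC_Os11g33000), stood at 249.7 ± 62.6 in PMA and 4.67 ± 0.0121 in MA, a log2 fold change of -5.71 (standard error 0.15, adjusted p = 3.66e-08). With a stage mean over 20 and a mean at or under 10 in the other stages, among probe sets called over the 4 stages, 503 were specific to SCP, 196 to MA and 165 to PMA, which is 2.13%, 0.835% and 0.705% of those over 10 in each stage. Asking for every single array to meet the limits left 116 in MA and 85 in PMA, and 1 probe set per gene left 132 in SCP, 51 in MA and 44 in PMA. A limit of 10 in place of 20 gave 326 in MA and 309 in PMA.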

**Figure 1:**
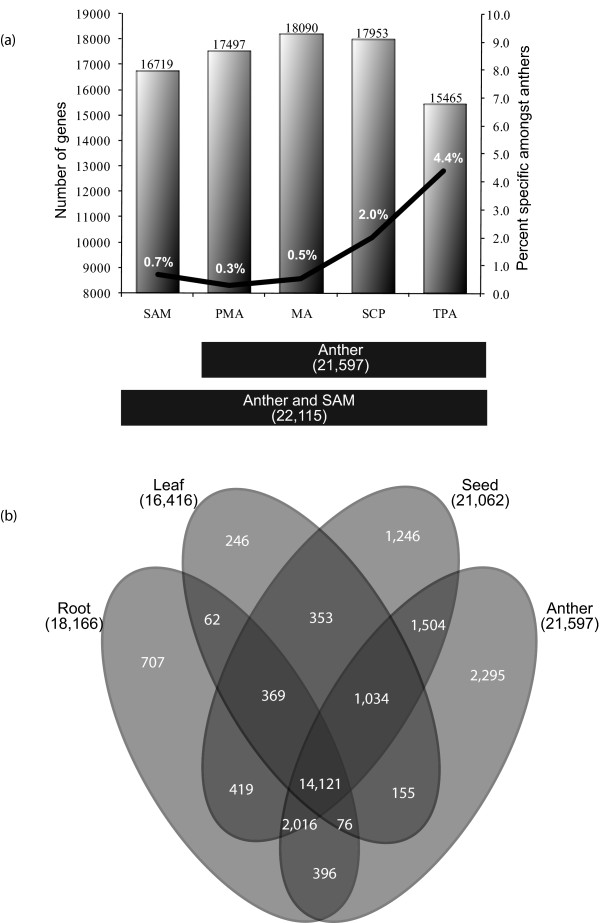
**Transcriptome profile of anther development**. (a) Anther development transcript sizes overlaid with a line graph depicting the percentage of specifically expressed genes in individual stages. The figure highlights that the meiotic anthers have the largest transcriptome, whereas, anthers at the tri-nucleate stage of pollen development show a comparatively smaller transcriptome, but with the largest proportion of specific genes. (b) Venn diagrams showing the constitution of vegetative tissues (leaf and root), seed and anther transcriptomes with component overlaps amongst them.

The cumulative anther transcriptome was compared with the previously generated transcriptomes of root, leaf and five stages of seed development of the same rice cultivar [21,23] to identify the extent of overlap between various transcriptomes (Figure 1b). In total, 14,121 genes express in all the stages analyzed, suggesting their involvement in housekeeping functions or general metabolism. This analysis also highlighted that anthers have the largest (21,597 genes) and the most diverse transcriptome of all the stages analyzed, as expression of 2,295 (10.6%) genes was unique to anthers. In comparison, the numbers of uniquely expressed genes in roots, leaves and seeds were 707, 246 and 1,246, respectively. Besides identifying 14,121 commonly expressed genes between all four developmental stages, the anther transcriptome shared maximum similarity to that of the seed transcriptome with 4,554 commonly expressed genes in anther and seed stages. However, a much lower level of similarity between the anther and root (2,488), and anther and leaf (1,265) transcriptomes was observed.

### Co-regulated clusters of differentially expressed genes

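OsMADS5, of the MADS-box family that specifies floral organs, fell from 655 ± 58.6 in SCP to 261 ± 35.2 in TPA, a log2 fold change of -1.33 (standard error 0.14, adjusted p = 5.1e-05 from limma). OsMADS8 fell from 11027 ± 358 to 4732 ± 1053, a log2 fold change of -1.24 (standard error 0.14, adjusted p = 9.51e-05), while OsMADS3 had 1629 ± 129 and 1749 ± 529, which did not pass the test. Of 12 floral MADS-box genes, 5 fell and none rose from SCP to TPA (0 higher and 5 lower when adjusted over the list alone; camera adjusted p = 0.0183, adjusted p = 0.492 with an estimated correlation and 0.489 with only probe sets over 10 in a stage). The 5 are OsMADS5, OsMADS7, OsMADS8, OsMADS16 and OsMADS58. With arrays shifted to a common median 1 rose and none fell, so that these calls are lost, and the call on the list is lost after quantile normalization (adjusted p = 0.175), when only probe sets over 10 in a stage are tested and without TPA replicate 2. In MA against PMA none of the 12 was called and in SCP against MA 2 were lower (camera adjusted p = 0.309 and 0.762). OsMADS1 fell there from 428 ± 31.9 to 81.7 ± 16.8, a log2 fold change of -2.41 (standard error 0.39, adjusted p = 0.00198 from limma). OsMADS6 fell from 94.0 ± 13.3 to 19.7 ± 6.05, a log2 fold change of -2.29 (standard error 0.21, adjusted p = 7.65e-05). Over the 4 stages, the moderated F-test of limma called 20972 rice probe sets at an adjusted p of 0.005 or less. With arrays shifted to a common median, which moves probe sets near the floor too, it called 49275. With the deposited values and 1 probe set per gene it called 12357.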

To identify genes with similar expression profiles during anther development, the normalized expression data was subjected to one-way ANOVA that resulted in the selection of 14,672 differentially expressed genes at a p-value ≤0.005. 

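Some genes went from near the floor to high signal, or back, from one stage to the next. The chitinase gene Chia1d rose from 5.82 ± 0.0692 in PMA to 4081 ± 238 in MA, a log2 fold change of 9.45 (standard error 0.37, adjusted p = 5.32e-07 from limma). A desiccation-related PCC13-62 family gene (LOC_Os04g33150) rose from 17.1 ± 8.39 to 10859 ± 762, a log2 fold change of 9.44 (standard error 0.74, adjusted p = 4.06e-05). A galactosyltransferase gene (LOC_Os01g65590) fell from 6779 ± 575 in MA to 10.7 ± 2.20 in SCP, a log2 fold change of -9.32 (standard error 0.33, adjusted p = 1.41e-07). Of the probe sets called over the 4 stages, 18225 differed by at least 2-fold between the highest and the lowest stage mean, or 11273 counted as 1 probe set per gene. Of 986 entries of Additional File 6 that were compared, 907 had 4 stage means within 0.01 of those computed from the arrays, and 974 passed the F-test and differed by at least 2-fold. The paper chose these entries by such a test on the same arrays, so that the 974 are no independent check.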

Using a cut-off of 2-fold change in expression in any stage of anther development further filtered these genes to 11,915 (Additional File 6). Using *K-means *clustering, these genes could be clustered into 10 major groups, which were further categorized into sub-groups depending on the amplitude of expression (Figure 2). Clusters 2 to 5 consisted of 8,014 (67.3%) differentially expressed genes expressing in all stages of anther development. Of these, only one gene was found to be specific to anther stages. Genes in these clusters either showed up (cluster 4 and 5) or down regulation (clusters 2 and 3) in TPA, while in other stages the difference in expression of these genes is not as significant. In contrast, the 733 (6.2%) genes in cluster 7 showed high expression in PMA, MA and SCP; 571 (4.8%) genes in cluster 9 were activated specifically in SCP, while clusters 8 (372 genes; 3.1%) and 10 (1,071 genes; 9.0%) exhibited MA- and TPA-preferential expression profiles, respectively.

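More genes had their highest or their lowest level in TPA than in any other stage. The starch branching enzyme gene SBE rose from 612 ± 27.8 in SCP to 3528 ± 358 in TPA, a log2 fold change of 2.52 (standard error 0.077, adjusted p = 1.03e-08 from limma). The cytochromes P450 CYP714D1 and CYP701A19, both of gibberellin metabolism, rose from 8.65 ± 3.21 to 742 ± 232 and from 93.7 ± 4.15 to 1165 ± 109.7, log2 fold changes of 6.45 (standard error 0.32, adjusted p = 2.79e-07) and 3.63 (standard error 0.25, adjusted p = 2.84e-06). OsrbcS, the small subunit of Rubisco, fell from 612 ± 85.8 to 62.1 ± 39.3, a log2 fold change of -3.53 (standard error 0.44, adjusted p = 0.000148), and its call is lost when only those 2 stages are fitted. Of the probe sets called over the 4 stages, 3835 were at least 2-fold higher in TPA than in each other stage and 6355 at least 2-fold lower. At a 4-fold limit these numbers were 2479 and 2998.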

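Single genes peaked sharply in PMA, MA or SCP. The zinc finger gene OsC3H47 (LOC_Os07g04580) had a signal of 11.0 ± 5.88 in PMA, 5475 ± 316 in MA, 90.8 ± 125 in SCP and 4.90 ± 0.0612 in TPA, with a log2 fold change of 9.14 (standard error 0.93, adjusted p = 0.000189 from limma) from PMA to MA. Its fall to SCP, a log2 fold change of -7.01 (standard error 0.93, adjusted p = 0.000668), is not called when only MA and SCP are fitted. The phospholipase A2 gene pla2-II peaked in SCP, with 34.0 ± 7.38 in MA, 8020 ± 154 in SCP and 3.96 ± 0.00928 in TPA, log2 fold changes of 7.91 (standard error 0.38, adjusted p = 1.11e-06) and -10.98 (standard error 0.38, adjusted p = 2.38e-08). FON1 (LOC_Os06g50340), a receptor-like kinase that limits floral meristem size, peaked in PMA with 2089 ± 260.1 and fell to 68.8 ± 10.5 in MA, a log2 fold change of -4.93 (standard error 0.45, adjusted p = 9.31e-05). Among the probe sets called over the 4 stages, 1761 were at least 2-fold higher in PMA than in each other stage, 1078 in MA and 1800 in SCP. At least 2-fold lower than in each other stage were 524 in PMA, 178 in MA and 319 in SCP. At a 4-fold limit the highest counts were 427, 485 and 978, and the lowest 148, 26 and 52. The clustering itself used SAM arrays and was not repeated.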

**Figure 2:**
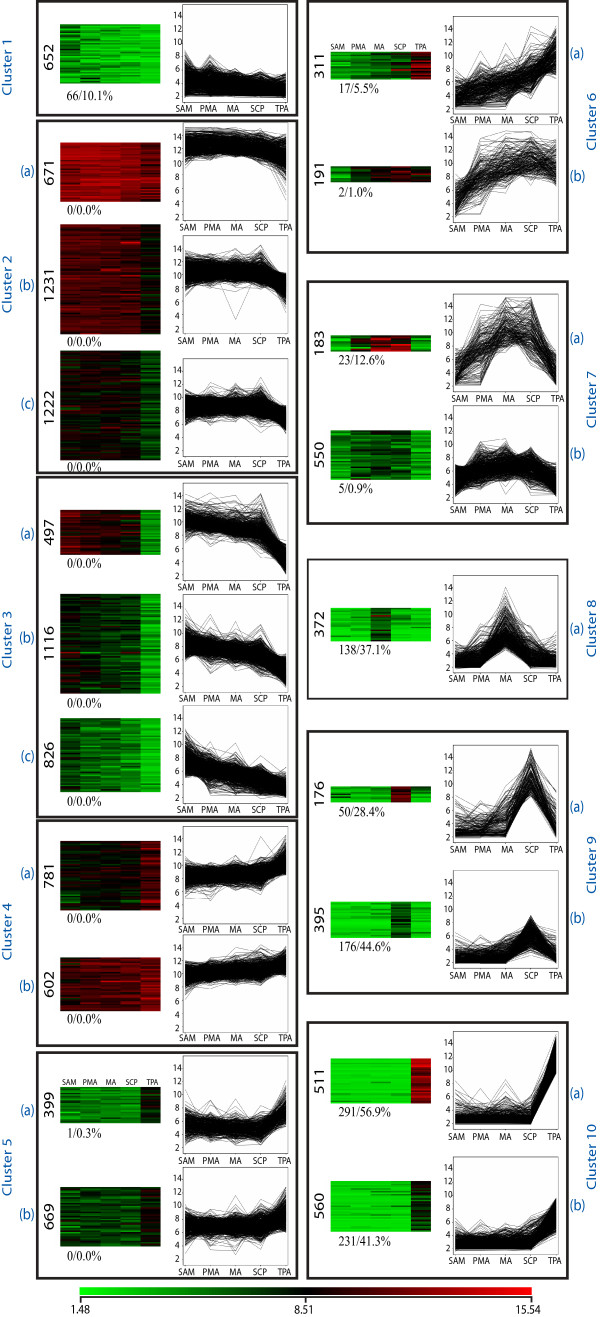
**Gene expression patterns of differentially expressed genes in SAM and the four stages of anther development (PMA, MA, SCP, TPA) categorized into 20 groups using the *K-means *clustering tool**. Groups with similar expression patterns but different expression amplitudes have been grouped together to make 10 clusters. The normalized log transformed signal values were plotted for each of the five stages. The number of genes in the clusters is indicated along the side of the heatmap. The percentage of anther-specific genes in each cluster is specified at the lower left side of the heatmap.

For the identification of specifically expressed genes during anther development, five vegetative stages (mature leaf, Y leaf, root, 7 day old seedling and SAM) and five stages of seed development (S1, S2, S3, S4, S5) were compared with anther stages. From the 11,915 differentially expressed genes (from Figure 2), those with GC-RMA normalized signal values less than or equal to 10 in vegetative and seed stages were filtered out (*see *Materials and Methods for criteria on 'absent' genes). Genes obtained were further filtered by identifying those with at least a 2-fold higher signal value in any of the anther stages than the highest value in the vegetative or seed stages (i.e. these candidates would have at least a 20 GC-RMA signal value). After such stringent filtering 1,000 anther-specific genes were identified (Figure 3). Forty-five percent (45.3%) of them were only specifically expressed in TPA, further emphasizing the distinctness of this stage. SCP and MA have only 18.4% and 7.8% of the specifically expressing genes respectively, while PMA has a low share of stage specificity with 2.7% representation. Notably, those specifically expressed in PMA have lower expression compared to other anther stages.

**Figure 3:**
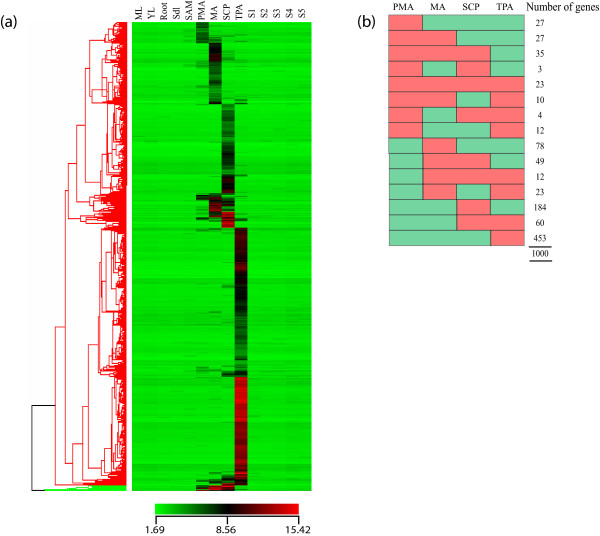
**Expression profiles of specifically expressed genes in anthers**. (a) Hierarchical cluster diagram representing expression patterns of 1000 genes that show transcript accumulation in at least one of the four stages of anther development and undetectable expression in any of the vegetative (ML, mature leaf; YL, Y-leaf; Root; SDL, 7-day-old seedling) or seed development stages (S1-S5; encompassing 0-30 days of seed development after pollination). (b) A diagrammatic representation of the anther-specific expression profiles with the number of genes under each expression profile.

Percentages of anther specific genes were calculated for each of the k-means clusters (Figure 2). Interestingly, expression of 33.3% (914 genes) of the 2,747 genes in clusters 7 to 10 was found to be specific to anthers. Of these 914 genes, 138 (15.1%) were specific to meiotic anthers, 226 (24.7%) to anthers at the SCP stage, while the largest group was expressed specifically at the TPA stage (522 genes; 57.1%) (*see *Additional File 6).

The differentially expressed genes in each of the 10 clusters were assigned to 19 functional categories and those that could not be affiliated to any of these categories or that have not been annotated as yet were categorized as 'Others' (approximately 34%; Table 2). Cluster-wise over representation of the number of genes by 20% (taken arbitrarily as a measure of predominance) of their overall percentage in individual functional categories has been highlighted to facilitate better visual interpretation of the data (Table 2). Genes involved in protein metabolism, involving folding, sorting and degradation (6.9%), signal transduction (8.3%) and transcription factors (7.1%) constitute three major functional categories of differentially expressed genes during anther development. Clusters 1, 2 and 3, which exhibited down-regulatory trends from SAM to TPA (*see *Figure 2), were dominated generally by transcription factor, chromatin remodeling, RNA metabolism, translation- and cell cycle-related genes. 

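OsPKS2, a polyketide synthase of sporopollenin, the polymer of the pollen wall, rose from 5.30 ± 0.0599 in PMA to 1544 ± 49.1 in MA, a log2 fold change of 8.19 (standard error 0.39, adjusted p = 1.83e-06 from limma). CYP703A3, a fatty acid hydroxylase of sporopollenin synthesis, had 83.1 ± 10.6, 7790.4 ± 226, 45341 ± 2399 and 10.2 ± 0.202 in PMA, MA, SCP and TPA, with log2 fold changes of 6.56 (standard error 0.081, adjusted p = 2.29e-10), 2.54 (standard error 0.081, adjusted p = 6.96e-08) and -12.12 (standard error 0.081, adjusted p = 1.46e-13) from stage to stage. PTC1, a PHD-finger regulator of the tapetum, rose in SCP, from 8.28 ± 0.864 in MA to 3201 ± 848, a log2 fold change of 8.57 (standard error 0.15, adjusted p = 1.37e-09), and was at 9.10 ± 0.0715 in TPA. CYP704B2 (LOC_Os03g07250), another fatty acid hydroxylase, fell from 25564 ± 774 in SCP to 10.6 ± 0.388 in TPA, a log2 fold change of -11.24 (standard error 0.32, adjusted p = 5.76e-09). OsTDL1A, the ligand of the receptor that limits sporogenous cell number, fell earlier, from 414 ± 14.3 in MA to 11.5 ± 0.698 in SCP, a log2 fold change of -5.17 (standard error 0.32, adjusted p = 5.65e-06). Of 17 genes of the tapetum and the pollen wall, 7 rose and 1 fell from PMA to MA (10 higher and 1 lower when adjusted over the list alone; camera adjusted p = 8.34e-08, adjusted p = 0.0469 with an estimated correlation and 7.74e-05 with only probe sets over 10 in a stage). In SCP 7 rose and 3 fell against MA (8 higher and 3 lower when adjusted over the list alone; camera adjusted p = 0.000131, adjusted p = 0.125 with an estimated correlation and 0.0191 with only probe sets over 10 in a stage). Later 1 rose and 15 fell from SCP to TPA (1 higher and 15 lower when adjusted over the list alone; camera adjusted p = 1.66e-10, adjusted p = 0.0258 with an estimated correlation and 8.4e-05 with only probe sets over 10 in a stage). The median log2 fold change of the list was 1.73, 2.54 and -8.18 in these comparisons, and it kept its sign after quantile normalization and with arrays shifted to a common median.

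**Figure D1:**
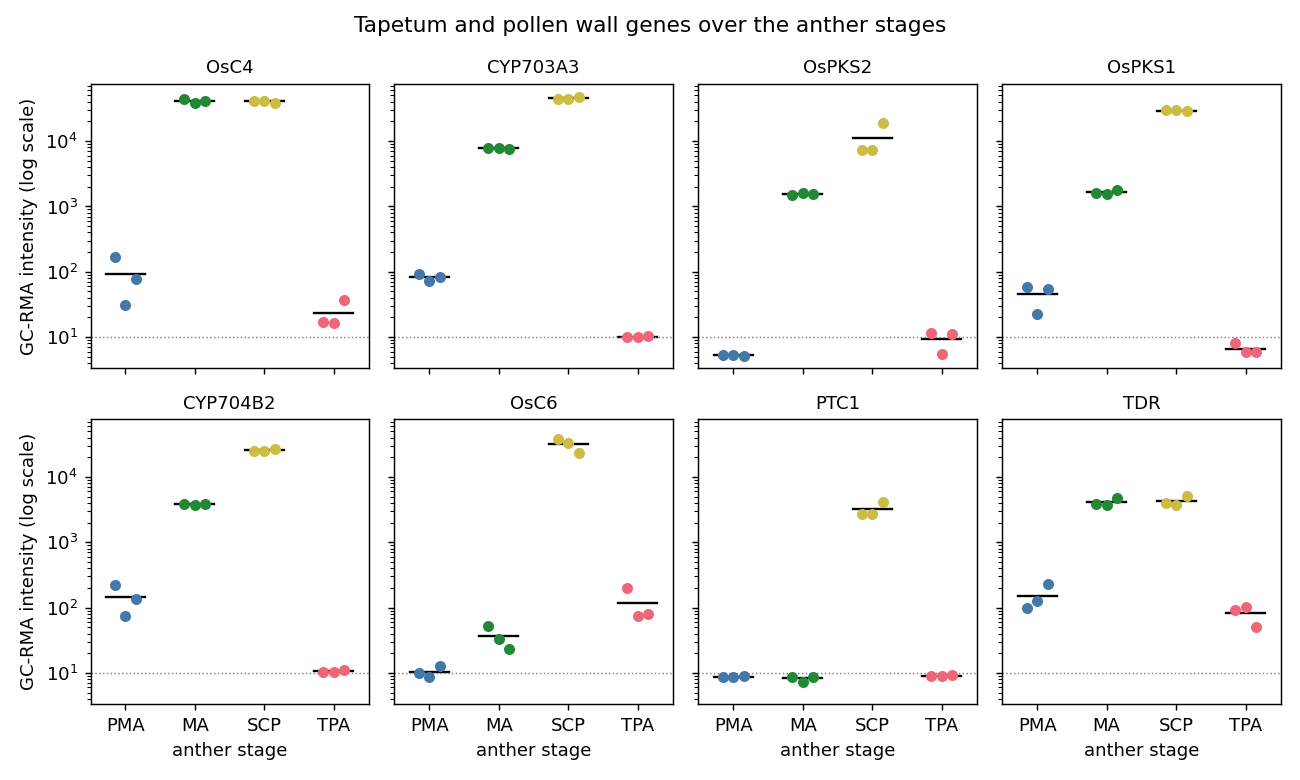
GC-RMA signal (log axis) of 8 tapetum and pollen wall genes in the 3 arrays of PMA, MA, SCP and TPA. Points are single arrays, short black lines mark the stage means and the dotted line marks a signal of 10. All 8 were lower in TPA than in SCP, and this held with arrays shifted to a common median.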

Expression profiles in clusters 6b and 7, showing up-regulation in MA and SCP followed by down-regulation in TPA, coincide with the pattern of tapetum development. 

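The starch synthase gene SSII-3 rose from 17.9 ± 0.101 in PMA to 1147 ± 51.6 in MA and was at 128 ± 13.5 in SCP, log2 fold changes of 6.00 (standard error 0.14, adjusted p = 1.64e-08) and -3.16 (standard error 0.14, adjusted p = 6.7e-07). The cell wall invertase gene CIN4, which splits sucrose outside the cell, rose from 42.2 ± 5.02 to 782 ± 11.0, a log2 fold change of 4.22 (standard error 0.40, adjusted p = 0.000133 from limma). Among the SWEET sugar exporters, OsSWEET14 rose from 8.05 ± 1.90 to 120 ± 6.27 and OsSWEET15 from 19.4 ± 3.31 in MA to 923 ± 372 in SCP, log2 fold changes of 3.93 (standard error 0.24, adjusted p = 9.16e-06) and 5.49 (standard error 0.35, adjusted p = 7.29e-06). The sucrose transporter gene OsSUT5 fell from 812 ± 497 in SCP to 6.37 ± 0.905 in TPA, a log2 fold change of -6.71 (standard error 0.53, adjusted p = 7.18e-06). Of 30 genes of sugar transport and starch, 4 rose and none fell from PMA to MA (4 higher and 0 lower when adjusted over the list alone; camera adjusted p = 0.00394, adjusted p = 0.161 with an estimated correlation and 0.0433 with only probe sets over 10 in a stage), and the call on the list is lost with arrays shifted to a common median (adjusted p = 0.0608). From MA to SCP 3 rose and 4 fell (camera adjusted p = 0.842), and from SCP to TPA 7 rose and 5 fell (camera adjusted p = 0.917), or 11 and 4 with that shift.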

Coincidently, the genes exhibiting these profiles were found to have over-representation of those involved in carbohydrate, energy and lipid metabolism, along with those involved in transporter activities and vesicular trafficking. Cluster 10, which represents TPA specific expression profiles, had an over-representation of genes involved in cell structure, secondary metabolism, transporter activity and signal transduction.

**Table 2:** Association of differentially expressed genes in co-expression clusters (see Figure 2) with GO functional categories

	**Percentage of transcripts classified in co-expression profiles in Figure 2**.										
	
Functional Categories	High to low			Low to high		PMA, MA, SCP, TPA	PMA, MA, SCP	MA	SCP	TPA	
	
	1	2	3	4	5	6	7	8	9	10	Total
Amino acid metabolism	0.6	***1.6***	1.1	1.4	**1.8**	0.8	1.1	0.3	0.2	0.6	1.2
Carbohydrate metabolism	0.8	2.0	1.2	***4.4***	1.4	***3.4***	***2.5***	1.1	1.4	1.6	2.0
Catalytic activity	1.7	2.7	2.4	***4.8***	3.8	***6.8***	***5.7***	4.0	3.0	3.9	3.5
Cell cycle	2.3	3.3	***6.1***	2.1	2.3	1.2	1.2	1.6	0.7	1.3	3.0
Cell structure	1.7	2.0	***3.0***	1.7	1.4	2.4	2.6	2.2	2.5	***5.4***	2.5
Chromatin remodeling	1.7	***2.7***	***2.5***	1.3	1.0	1.0	0.7	0.5	0.4	0.6	1.7
Energy metabolism	1.5	***3.6***	1.6	***4.7***	1.8	***3.4***	3.0	2.7	2.5	1.3	2.7
Lipid metabolism	1.1	2.2	2.5	***3.6***	3.0	***6.6***	***4.4***	3.0	***4.6***	2.6	2.9
Nucleotide metabolism	0.6	1.3	1.6	***1.5***	1.1	0.0	0.7	0.0	0.7	0.4	1.1
Protein-protein interaction	2.3	3.3	2.7	***4.4***	2.3	2.8	2.6	2.7	***4.0***	2.1	3.0
Protein metabolism	5.7	7.9	6.3	6.8	7.3	4.4	6.3	***8.9***	***11.6***	4.0	**6.9**
RNA metabolism	***7.7***	***7.5***	***7.4***	2.2	3.8	1.2	1.9	1.1	1.4	1.0	4.8
Secondary metabolism	1.8	0.6	0.9	0.9	1.2	***3.8***	***4.0***	***3.2***	***5.3***	***2.7***	1.7
Signal transduction	6.6	7.5	8.8	9.0	8.2	7.8	9.3	7.8	6.8	***10.5***	**8.3**
Stress	4.4	3.1	3.0	3.5	3.7	***6.6***	***6.5***	4.0	***5.1***	4.6	3.8
Transcription factors	***8.9***	8.0	7.7	5.3	5.1	7.0	7.6	***8.9***	6.1	5.7	**7.1**
Translation	1.1	***8.8***	2.8	1.5	1.3	0.2	1.0	0.0	0.7	0.2	3.4
Transporters	2.3	4.1	3.5	***4.8***	***5.5***	***7.8***	4.4	4.0	***5.4***	***6.2***	4.5
Vesicular trafficking	0.3	***2.9***	1.0	***5.0***	2.4	***2.6***	0.7	0.0	0.4	2.2	2.1
	
Others	46.9	25.1	33.9	31.1	41.3	30.5	34.0	44.1	37.5	43.1	33.8

Genes in each cluster	652	3124	2439	1383	1068	502	733	372	571	1071	11915

The total representation of genes (% values) of three major functional categories (besides 'Others') is shown in bold & underlined text. Over-representation of genes in each functional category by more than 20% of their overall representation in individual clusters is highlighted with bold and italicized letters.

### Validation of specific expression profiles by Q-PCR and in situ hybridizations

To validate the microarray data, eight genes showing specific expression in one or more stages of anther development were selected for real-time/quantitative PCR analysis (Figure 4). These include: one gene from cluster 3b exhibiting PMA specific expression; two genes from cluster 7a and one gene from cluster 7b with high and low expression, respectively, in MA and SCP; two from cluster 8a with MA preferential expression; and two genes from cluster 10a with expression mainly in the TPA. 

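LOC_Os08g43240 went from a signal of 183 ± 114 in PMA to 16535 ± 1755 in MA, 1165 ± 930.4 in SCP and 8.43 ± 5.65 in TPA. From PMA to MA this was a log2 fold change of 6.69 (standard error 0.66, adjusted p = 0.00015 from limma), and from SCP to TPA a log2 fold change of -7.03 (standard error 0.66, adjusted p = 2.19e-05). LOC_Os10g24050 had 63.1 ± 19.9, 398 ± 30.4, 208 ± 196 and 4.45 ± 0.00502 in the same order, and its fall from SCP to TPA was a log2 fold change of -5.14 (standard error 0.54, adjusted p = 4.97e-05). Its adjusted p was 0.00801 from PMA to MA and 0.142 from MA to SCP, which are not calls. LOC_Os08g43240 also fell from MA to SCP, a log2 fold change of -4.10 (standard error 0.66, adjusted p = 0.00197), a call that is lost without any 1 of the MA arrays and without SCP replicate 1 or 2. An equal-variance t-test calls none of these changes. The Q-PCR values themselves were not analysed here.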

Two of the selected genes have been previously characterized and their reported expression profiles also matched with our analysis (*OsMEL1 *[24], *RTS *[25]). 

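OsMEL1, a germ-cell argonaute, was abundant before meiosis and low after it: its signal was 7716 ± 604 in PMA, 57.1 ± 7.63 in MA, 16.1 ± 1.32 in SCP and 44.3 ± 28.5 in TPA. It fell from PMA to MA by a log2 fold change of -7.08 (standard error 0.43, adjusted p = 9.28e-06 from limma), and its later changes did not pass the test (adjusted p = 0.0167 and 0.0355). RTS (LOC_Os01g70440), a tapetum gene needed for male fertility, was at the floor with 4.79 ± 0.0367, 4.77 ± 0.0092 and 4.74 ± 0.0439 in PMA, MA and SCP and reached 3007 ± 2096 in TPA. That rise was a log2 fold change of 8.85 (standard error 0.64, adjusted p = 4.02e-06).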

Overall gene expression as identified by the microarray experiments, exhibited a high degree of similarity with that obtained from the Q-PCR analyses with a correlation co-efficient (r) greater than 0.9, thereby indicating the reliability and robustness of the microarray data.

**Figure 4:**
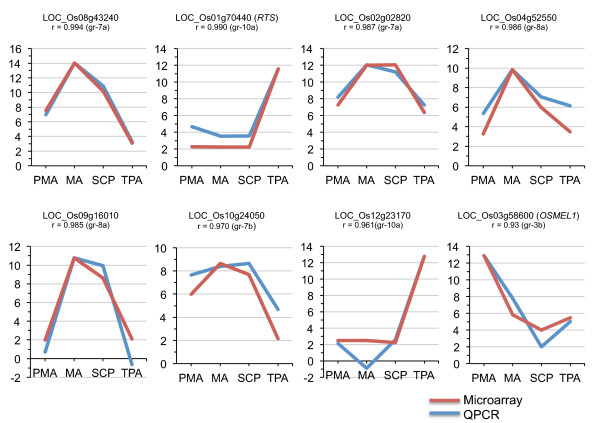
**Q-PCR analysis of eight genes showing anther developmental stage-specific expression and its correlation with microarray data**. Three biological replicates were taken for both Q-PCR and microarray analysis. The Y axis represents normalized log_2 _transformed expression values obtained using microarray analysis and log_2 _transformed relative transcript amount obtained by Q-PCR. The Q-PCR data has been scaled such that the maximum expression value of Q-PCR equals that of the maximum value of the microarray to ease profile matching. Gene locus IDs and their affiliation to the co-expression groups shown in Figure 3 are mentioned. The correlation co-efficient (r) between the two expression profiles is also indicated. Expression of 18S rRNA was used as an internal control to normalize the Q-PCR data. PMA; pre-meiotic anthers, MA; meiotic anthers, SCP; anthers with single-celled pollen, TPA; tri-nucleate pollen containing anthers.

Further, we validated our microarray expression results by doing *in situ *hybridization of two of the genes already validated by Q-PCR (Figure 5a). The transcripts from LOC_Os04g52550, which codes for an argonaute protein, were found to localize in the meiocytes as well as wall layers of meiotic anthers. Later in development (SCP stage), the expression was found to be restricted to the tapetum, microspores and vascular tissue in the connective. LOC_Os01g70440, coding for a LEM-1 family protein, exhibited expression in the tapetal layer of anthers at tri-nucleate stage with no expression in the pollen grains. The expression of both the genes was restricted to anthers as no expression was seen in lemma and palea (Figure 5a). We also scanned the literature for *in situ *experiments where we could correlate our anther-specific or anther-preferential expression with that reported previously. 

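OsC6, a tapetal lipid transfer protein, had a signal of 10.5 ± 2.00 in PMA, 36.4 ± 15.1 in MA, 31319 ± 7434 in SCP and 118 ± 70.2 in TPA, with a log2 fold change of 9.80 (standard error 0.43, adjusted p = 6e-07 from limma) from MA to SCP and a log2 fold change of -8.18 (standard error 0.43, adjusted p = 4.06e-07) from SCP to TPA. OsMSP1, a receptor kinase that limits the number of sporogenous cells, was highest in PMA with 6244 ± 1236 and fell to 846 ± 15.5 in MA, a log2 fold change of -2.87 (standard error 0.37, adjusted p = 0.00074). It fell again from 1253 ± 401 in SCP to 48.5 ± 20.9 in TPA, a log2 fold change of -4.75 (standard error 0.37, adjusted p = 6.33e-06). The meiotic cohesin gene OsRAD21-4 fell from 157 ± 66.1 in PMA to 19.0 ± 0.848 in MA, a log2 fold change of -2.96 (standard error 0.34, adjusted p = 0.000391), a call that is lost when only those 2 stages are fitted. PAIR2, a protein of the meiotic chromosome axis needed for synapsis, had 621 ± 167.9 in PMA, 3558 ± 107 in MA and 146 ± 122 in SCP. Its fall from MA to SCP was a log2 fold change of -4.91 (standard error 0.54, adjusted p = 0.000212), while the adjusted p from PMA to MA was 0.0105. TDR, a bHLH regulator of tapetum degeneration, had 151 ± 67.4, 4133 ± 611, 4311 ± 766 and 81.7 ± 27.4 in the 4 stages, with log2 fold changes of 4.86 (standard error 0.35, adjusted p = 2.24e-05) from PMA to MA and -5.77 (standard error 0.35, adjusted p = 1.08e-06) from SCP to TPA. With an equal-variance t-test the calls are lost on PAIR2 and on the rise of TDR.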

A summary of expression domains of six such genes coding for OsC6 [26], OsMSP1 [9], OsRAD21-4 [27], OsMEL1 [24], PAIR2 [28] and TDR [29] and their correlation with the microarray expression profiles obtained from our dataset is shown in Figure 5b. 

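The argonaute gene LOC_Os04g52550 had a signal of 9.59 ± 1.90 in PMA, 925 ± 80.4 in MA, 64.2 ± 39.0 in SCP and 11.0 ± 4.92 in TPA. It rose from PMA to MA by a log2 fold change of 6.61 (standard error 0.45, adjusted p = 1.77e-05 from limma) and fell from MA to SCP by a log2 fold change of -4.01 (standard error 0.45, adjusted p = 0.000252), a call that an equal-variance t-test loses. Its last fall, from SCP to TPA, was a log2 fold change of -2.49 (standard error 0.45, adjusted p = 0.00163) and is not called after quantile normalization. Of the 30 adjacent-stage comparisons of the 10 genes of Figures 4 and 5 that were matched here, 17 were called, and 9 with an equal-variance t-test. The in situ signals themselves were not analysed here.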

The *in situ *expression patterns of two genes analyzed here and the six previously reported, show good correlation with our microarray based profiles and subsequent differential expression analysis.

**Figure 5:**
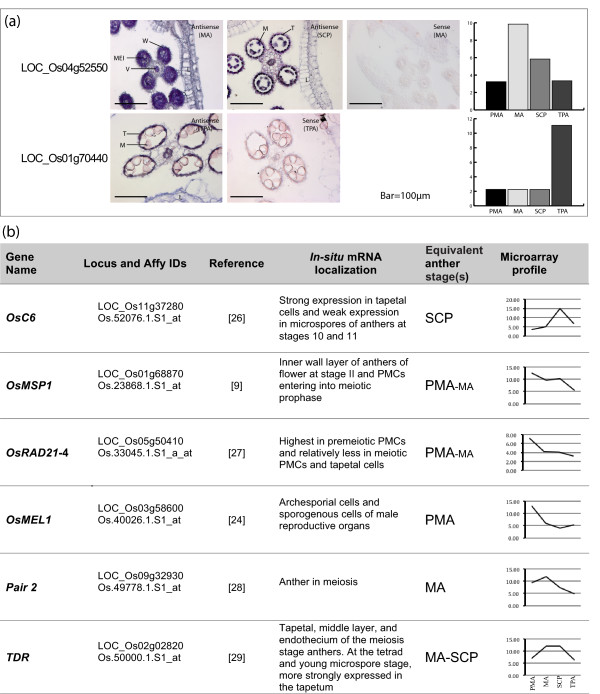
**Validation of microarray data by *in-situ *hybridization**. (a) *In-situ *localization of transcripts corresponding to the genes LOC_Os04g52550 and LOC_Os01g70440 in rice florets (MA, SCP and TPA stages as marked). Corresponding microarray-based expression profiles of these two genes are also shown as bar graphs for comparison. W, wall layers; V, vascular tissue; T, tapetum; M, microspores; MEI, meiocytes; L, lemma. (b) A compilation of *in-situ *localization analyses for six genes using published literature and their correlation with anther preferential expression profiles as revealed by the microarray analysis described in this paper. The log_2 _normalized expression values were used to represent the gene specific microarray profiles.

### Developmental stage-wise activation/up-regulation of genes

As anther development progresses from PMA to TPA, a number of processes are accomplished in a sequential manner. By comparing gene expression between two adjacent stages of anther development, we aimed to identify the molecular components involved in switching from one phase of development to the next. The results of this comparative analysis where differences in expression between SAM:PMA, PMA:MA, MA:SCP, and SCP:TPA stages were analyzed by setting the criteria of 2-fold change at a p-value ≤0.005 are shown in Figure 6a. Only a small proportion of genes (624), were found to be differentially activated (319) or down-regulated (305) in PMA when compared to SAM. However the number of differentially expressed genes steadily increased to 1,762 in MA, 3,376 in SCP and 7,251 in TPA in relation to their respective previous stage of development. 

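Each step of development changed more genes than the one before. From PMA to MA the purine permease gene LOC_Os05g48300 rose from 7.51 ± 0.284 to 2329.7 ± 187, a log2 fold change of 8.27 (standard error 1.08, adjusted p = 0.000817 from limma). From MA to SCP the chalcone synthase family gene CHS (LOC_Os11g32650) rose from 10.8 ± 1.45 to 20458 ± 2298, a log2 fold change of 10.88 (standard error 0.22, adjusted p = 2.8e-09). From SCP to TPA NifU1, of a family of iron-sulphur scaffold proteins, rose from 5.70 ± 0.0278 to 20313 ± 5711, a log2 fold change of 11.76 (standard error 0.33, adjusted p = 5.81e-09). In all, 3630 probe sets were called from PMA to MA, 4764 from MA to SCP and 13250 from SCP to TPA. Counted as 1 probe set per gene these were 2253, 3090 and 8351. An equal-variance t-test calls 1346, 3482 and 6969. Fitting only SCP and TPA gives 8810 for the last step, and array weights give 7295 for the step from MA to SCP.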

A greater number of genes were up-regulated in comparison to those down-regulated in PMA and MA, however, this trend reversed in SCP and TPA where a larger proportion of genes showed down-regulation (Figure 6a). This finding might point towards a major post-meiotic switching of gene expression from the sporophytic to the gametophytic mode.

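OsSWEET5, a sugar transporter, rose into TPA, from 1210.1 ± 320.4 to 11835 ± 1841, a log2 fold change of 3.31 (standard error 0.22, adjusted p = 1.93e-06 from limma). LTP110-A, a lipid transfer protein gene, fell from 10615 ± 592 to 424 ± 195, a log2 fold change of -4.78 (standard error 0.33, adjusted p = 2.85e-06). From PMA to MA 1895 probe sets rose and 1735 fell, from MA to SCP 2206 rose and 2558 fell, and from SCP to TPA 4701 rose and 8549 fell. Of those called, 52.2%, 46.3% and 35.5% were higher in the later stage. After quantile normalization 5372 were higher and 6904 lower in TPA. Arrays shifted to a common median give 8384 higher and 6216 lower, but that shift moves every probe set of an array alike, those near the floor included. The small differences at the earlier steps turn in some settings. Without SCP replicate 3, 2315 rose and 2197 fell from MA to SCP, and array weights give 2543 higher and 2728 lower from PMA to MA. Without MA replicate 1 or 2, 1047 and 1087 fell from PMA to MA.

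**Figure D2:**
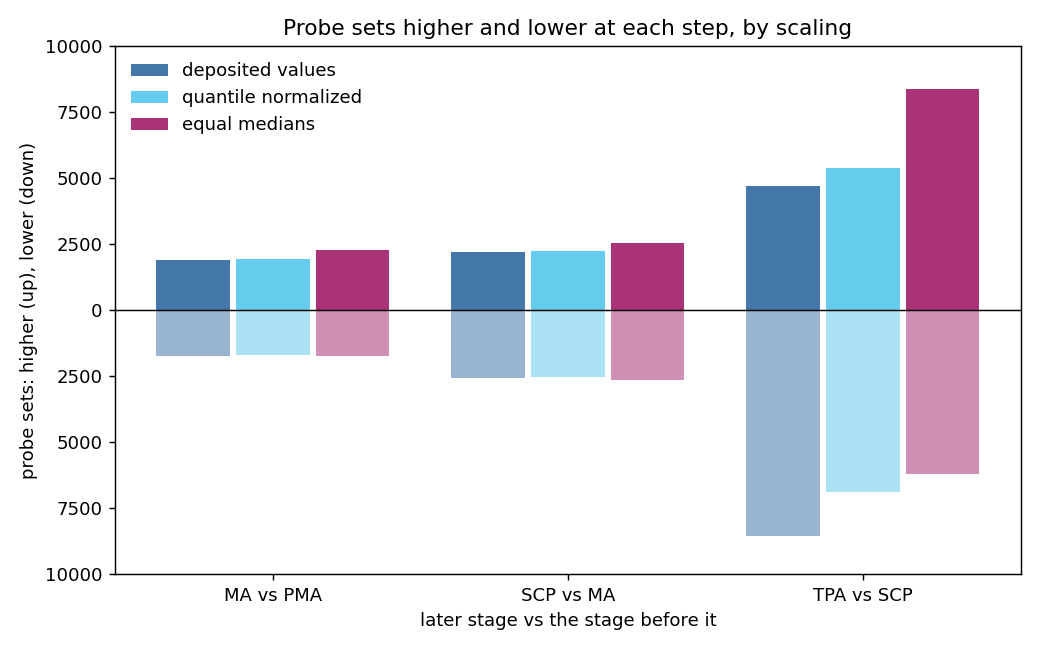
Number of rice probe sets called higher (bars up) and lower (pale bars down) in MA against PMA, SCP against MA and TPA against SCP, with the deposited values, after quantile normalization and with each array shifted to a common median. Falls outnumber rises in TPA with the deposited values and after quantile normalization, and rises outnumber falls with a common median.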

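BIP4, a chaperone of the endoplasmic reticulum, rose from 9.27 ± 1.70 in MA to 1493 ± 438 in SCP and fell to 7.13 ± 0.188 in TPA, log2 fold changes of 7.30 (standard error 0.32, adjusted p = 6.46e-07) and -7.66 (standard error 0.32, adjusted p = 9.38e-08). The 3-oxoacyl-reductase gene LOC_Os12g13930, of fatty acid synthesis, rose from 26.7 ± 11.0 to 8243 ± 1816 and was at 5.32 ± 0.0275 in TPA, with a log2 fold change of 8.35 (standard error 0.31, adjusted p = 2.01e-07) for the rise. Of the 2206 probe sets that rose from MA to SCP, 1598 fell and 186 rose from SCP to TPA, where independent calls at both steps would give 329 and 181. Of the 2558 that fell, 664 fell again and 467 rose, against 382 and 210. Of the 1895 that rose from PMA to MA, 906 fell and 190 rose from MA to SCP, against 84.7 and 73.0, and of the 1735 that fell, 142 fell again and 191 rose, against 77.5 and 66.8. Both steps share the arrays of the middle stage, whose errors enter the steps with opposite sign. Such errors can add to rises followed by falls and to falls followed by rises, but not to changes in the same direction. The numbers for independent calls were taken over all 57258 rice probe sets, of which 28630 had a mean over 10 in any stage. Probe sets near the floor throughout are hardly ever called, which makes these numbers too low for the rest. Independent calls are thus no fair measure of chance. Whether each excess stays among probe sets over 10 was not tested. Data simulated without change gave 0 in each case, since nothing is called in them at either step. From the turn to more down-regulated genes in SCP and TPA, the paper proposes a switch after meiosis from the sporophytic to the gametophytic mode of gene expression.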

**Figure 6:**
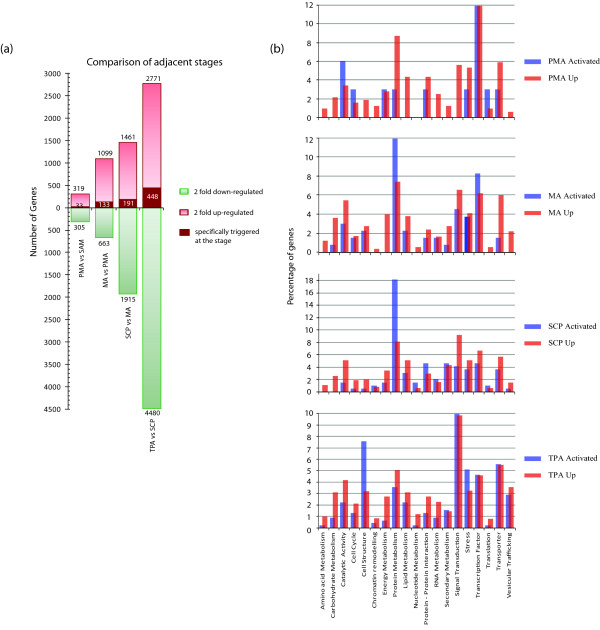
**Analysis of gene activation during anther development**. The transcriptomes of all four anther stages were compared to their preceding stage of development. SAM has been used as the reference for PMA. (a) The number of genes up- or down-regulated ≥ 2-fold at p-value ≤ 0.005 are plotted on the graph. Amongst the up-regulated genes, the numbers that have no detectable expression (GC-RMA value ≤ 10) in any of their previous anther stages as well as non-anther stages have been annotated in maroon boxes in the individual columns as specifically 'triggered'. While such candidates may have expression in later anther stages, expression first appears in that particular anther stage. (b) A bar graph highlighting the distribution of the up-regulated and specifically-triggered genes at individual stages of development into functional categories based on GO annotations.

The stage-wise up-regulated genes during progression of anther development were further mined for those that were specifically activated in a particular stage (Figure 6a). For this, specific genes with no detectable expression in any previous anther stage were considered as specifically activated/triggered. Interestingly, only 33 genes (that is, 10.3% of 320 PMA up-regulated genes) were found to be triggered in PMA. 

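CPK21, a calcium-dependent protein kinase gene, had a signal of 6.24 ± 1.01 in MA and 92.5 ± 34.8 in SCP, a log2 fold change of 3.82 (standard error 0.41, adjusted p = 0.000183 from limma), a call that an equal-variance t-test loses. ADF-1 (LOC_Os02g44470), an actin-depolymerizing factor, had 5.07 ± 0.24 in SCP and 14045 ± 675 in TPA, a log2 fold change of 11.44 (standard error 0.12, adjusted p = 5.36e-12), but a mean of 12.6 ± 2.44 in PMA, over the limit of 10. Taken over the anther stages alone, 545 of the probe sets that rose from PMA to MA, 711 of those that rose from MA to SCP and 1322 of those that rose from SCP to TPA had a mean at or under 10 in every earlier stage. The tissues other than anthers are not analysed here.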

The percentage of specifically activated genes ranged between 12 to 16% of the total up-regulated genes in MA, SCP and TPA vis-à-vis their respective previous stage of development, with the number in the respective stages being 133, 191 and 448. Functional association of stage-wise activated and 2 fold up-regulated genes based on Gene Ontology (GO) annotations highlighted the molecular processes/components involved (Figure 6b). Major perturbations in transcript abundance were observed in genes coding for transcription factors, signal transduction and cell structure components, catalytic activity and those involved in the function of protein folding, sorting and degradation. A significant number (45) of genes coding for signal transduction components were specifically activated in TPA, which may contribute to the pollen-specific transcriptome involved in pollen-pistil interactions and pollen tube growth. The largest numbers of genes involved in protein metabolism were triggered in the SCP stage, which coincided with the most active phase of tapetal cells and their degeneration. 

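A few members of the actin, tubulin and expansin families appeared at high levels in TPA while other members fell. ADF-6 and ADF-9 (LOC_Os07g30090), actin-depolymerizing factors, rose from 4.77 ± 0.0713 and 4.99 ± 0.0185 in SCP to 11205 ± 759.5 and 21442 ± 2056 in TPA, log2 fold changes of 11.20 (standard error 0.041, adjusted p = 2.14e-15) and 12.07 (standard error 0.22, adjusted p = 2.6e-10). ACT1, an actin gene that was already abundant, rose from 9190 ± 162 to 31743 ± 512, a log2 fold change of 1.79 (standard error 0.036, adjusted p = 5.32e-10 from limma). The beta-tubulin gene OsTUB8 rose from 27.0 ± 5.87 to 9337 ± 1392, a log2 fold change of 8.45 (standard error 0.18, adjusted p = 8.66e-10), and the tubulin gene TUBC fell from 483 ± 31.4 to 89.0 ± 17.6, a log2 fold change of -2.45 (standard error 0.12, adjusted p = 2.43e-07). The expansins EXPB10 and EXPA32, which loosen cell walls, rose from 4.14 ± 0.00836 and 4.78 ± 0.033 to 25130 ± 1029 and 11869 ± 1666, log2 fold changes of 12.57 (standard error 0.025, adjusted p = 3.54e-17) and 11.27 (standard error 0.083, adjusted p = 3.21e-13). Of 27 genes of the actin cytoskeleton, 8 rose and 9 fell from SCP to TPA (8 higher and 9 lower when adjusted over the list alone; camera adjusted p = 0.507). Of 11 tubulins, 3 rose and 5 fell (3 higher and 5 lower when adjusted over the list alone; camera adjusted p = 0.077), and of 29 expansins 6 rose and 7 fell (6 higher and 7 lower when adjusted over the list alone; camera adjusted p = 0.81). The actin list had a median log2 fold change of -0.33 and a mean of 1.03, and its median was above 0 with arrays shifted to a common median. Under that scaling 9 actin genes rose and 3 fell, 3 tubulins rose and 3 fell, and 8 expansins rose and 6 fell. From PMA to MA the tubulins had a median of -0.51, with 1 higher and 1 lower (camera adjusted p = 0.00965, adjusted p = 0.325 with an estimated correlation and 0.187 with only probe sets over 10 in a stage).

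**Figure D3:**
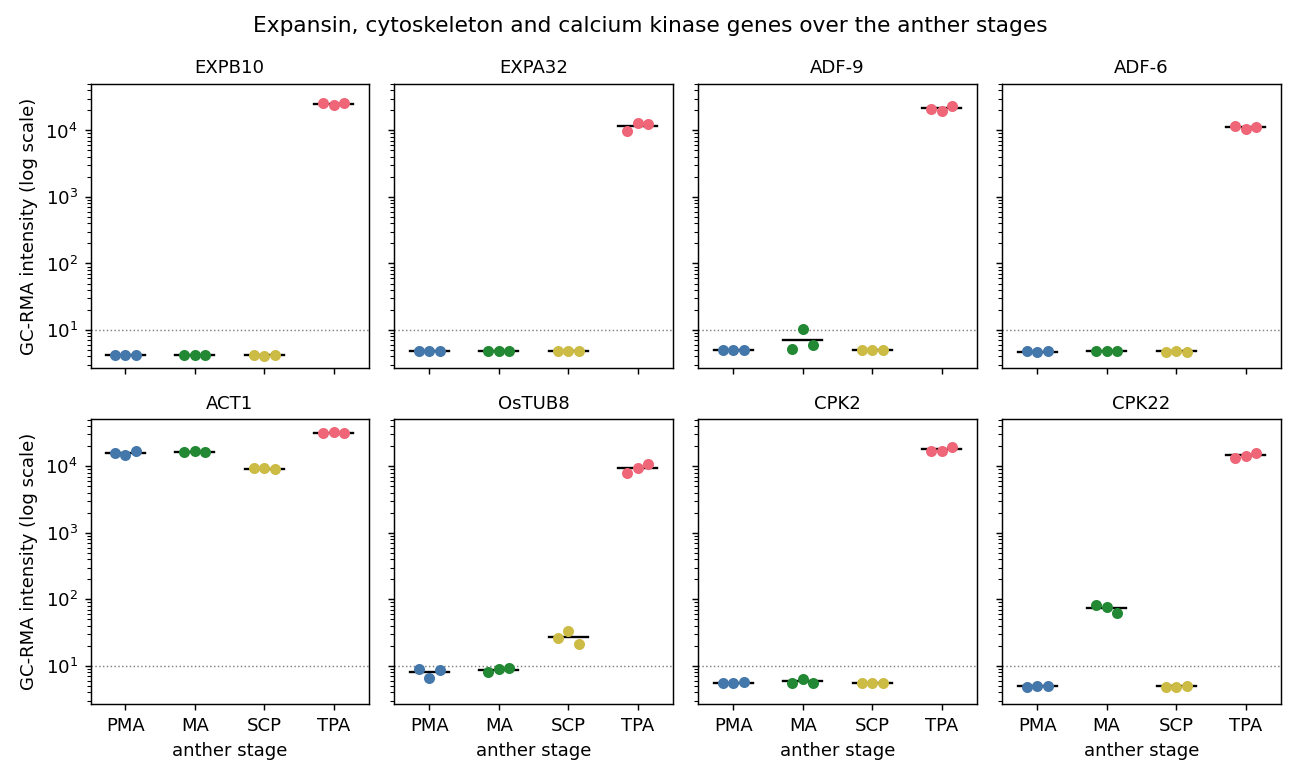
GC-RMA signal (log axis) of 8 genes of the cytoskeleton, the cell wall and calcium signalling in the 3 arrays of PMA, MA, SCP and TPA. Points are single arrays, short black lines mark the stage means and the dotted line marks a signal of 10. All 8 were highest in TPA, by more than the spread of the arrays, and this held with arrays shifted to a common median.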

Out of the 88 cell structure related genes up regulated in TPA, 34 were specifically triggered at this stage that comprises 7.6% of the TPA triggered genes. This suggests most of the up-regulated cytoskeletal genes may have a TPA specific function; most likely in pollen germination.

### Expression dynamics of meiosis-related genes

The functional conservation of meiosis between eukaryotes can be exploited to identify new candidates for meiotic regulation in rice. We have previously compiled a database of yeast and *Arabidopsis *genes involved in meiosis, and identified putative orthologues in the rice, wheat, and barley genomes [12]. The expression of the rice homologues, identified by tBLASTx, showed that several of these have specific expression/significant up-regulation in anthers, though the majority were also expressed in other tissues/stages of development (Figure 7). 

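SCC3, a subunit of the cohesin ring that holds sister chromatids together, had a signal of 2619 ± 353 in PMA, 2052 ± 124 in MA, 1547 ± 199 in SCP and 407 ± 99.2 in TPA. The fall from SCP to TPA was a log2 fold change of -1.94 (standard error 0.17, adjusted p = 1.6e-05 from limma), and the adjusted p of the earlier steps was 0.286 and 0.157. Against PMA, TPA was lower by a log2 fold change of -2.70 (standard error 0.17, adjusted p = 1.42e-06). The call on the fall from SCP is lost with an equal-variance t-test. Roots are not analysed here.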

Four of the five annotated cohesin genes showed similar expression levels in most tissues, but among these *SMC3 *and *SCC3 *had reduced expression in roots and TPA. The double strand break linked genes *SPO11-1 *and *SPO11-2*, though expressed at relatively lower levels, showed specifically higher transcript accumulation in PMA, MA and TPA. 

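A SPO11 homologue (LOC_Os03g54091), of the family that makes meiotic double-strand breaks, was matched to a probe set. Its signal was 179 ± 46.6 in PMA, 107 ± 5.31 in MA, 59.3 ± 21.5 in SCP and 965 ± 305 in TPA. It rose from SCP to TPA by a log2 fold change of 4.03 (standard error 0.31, adjusted p = 5.92e-06 from limma), while the differences from PMA to MA and from MA to SCP did not pass the test (adjusted p = 0.201 and 0.0786). TPA was also higher than PMA, by a log2 fold change of 2.41 (standard error 0.31, adjusted p = 0.000175). SCP was lower than PMA, by a log2 fold change of -1.62 (standard error 0.31, adjusted p = 0.00423).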

Some components of the mismatch repair machinery (*MSH2, MSH6/7*), RAD52 epistasis group (At*RAD51*, Sc*RAD51, RAD51B, RAD50*) and those involved in recombination/synapsis (*SCP1, MND1, DMC1, ZYP1A/1B, MUS81*) also exhibited higher transcript accumulation in stages of anther development. 

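The recombination gene MND1 had a signal of 1678 ± 34.7 in PMA, 1157 ± 58.8 in MA, 904 ± 154 in SCP and 238 ± 49.3 in TPA, and its fall to TPA was a log2 fold change of -1.94 (standard error 0.15, adjusted p = 7.03e-06 from limma). SCP1 (LOC_Os07g12910) rose from 592 ± 70.7 in PMA to 1799 ± 72.5 in MA and fell to 495 ± 85.0 in SCP, log2 fold changes of 1.61 (standard error 0.14, adjusted p = 6.47e-05) and -1.88 (standard error 0.14, adjusted p = 1.68e-05). MRE11, a nuclease that processes DNA breaks, had 400.5 ± 23.1, 430.3 ± 26.8 and 324 ± 26.0 in PMA, MA and SCP and fell to 60.7 ± 17.8 in TPA, a log2 fold change of -2.45 (standard error 0.17, adjusted p = 2.87e-06). RAD50, its partner, had 309.6 ± 36.1 in PMA and 16.8 ± 5.05 in TPA, a log2 fold change of -4.25 (standard error 0.25, adjusted p = 7.98e-07) between these stages. The endonuclease gene MUS81 had 303 ± 38.0 in PMA and 158 ± 36.3 in SCP, which did not pass the test (adjusted p = 0.0767), and 44.8 ± 21.9 in TPA, lower than in PMA by a log2 fold change of -2.87 (standard error 0.34, adjusted p = 9.16e-05) and than in SCP by -1.92 (standard error 0.34, adjusted p = 0.00133). The last call is lost after quantile normalization, when only SCP and TPA are fitted, and without SCP replicate 1 or 2. The calls on MND1 and on MUS81 from SCP to TPA are lost with an equal-variance t-test. Levels in other tissues are not analysed here.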

The yeast meiosis-related genes described above were also analyzed for their expression profiles during vegetative, pre-meiotic and stages after induction of meiosis in yeast (Additional File 7), utilizing the microarray data (GEO Accession no. GSE18256) as described [30]. Of 21 genes analyzed, 11 showed uniform expression in vegetative as well as sporulation stages, while the remaining 10 genes were up regulated by at least two folds during meiosis in yeast (written in red in Additional File 7). Most of the rice orthologues of meiosis-related yeast genes were also found to show enhanced transcript accumulation in anther stages.

**Figure 7:**
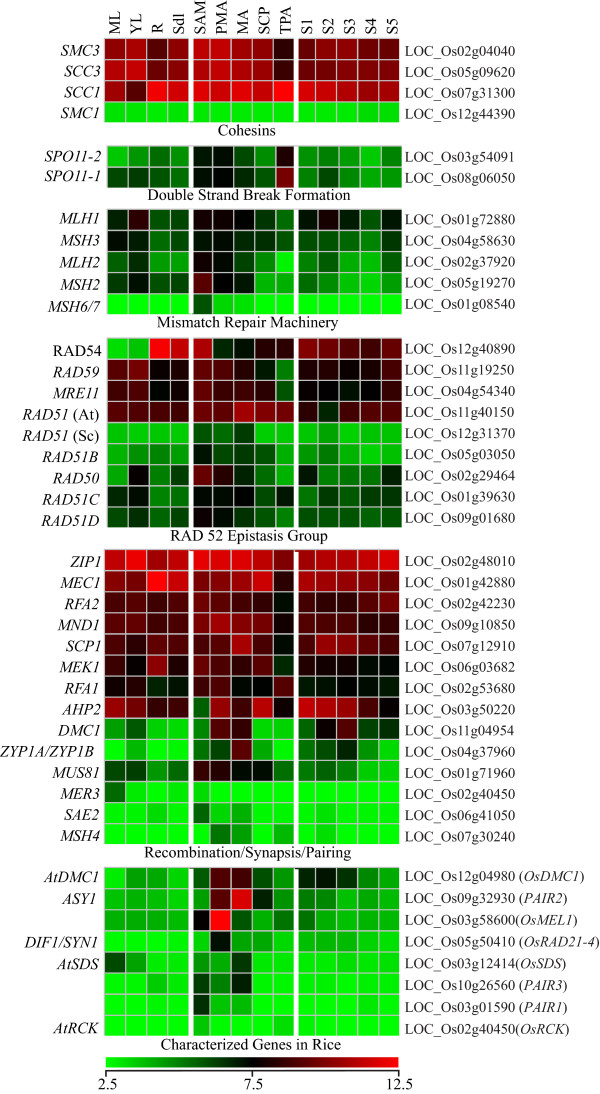
**Expression profiles of putative homologues of known meiosis related genes in yeast and/or *Arabidopsis *that were identified by sequence similarity searches (*see reference ***[20]) **during various developmental stages in rice**. Gene names as taken from the respective sources are shown on the left, while locus IDs of putative homologues in rice are given on the right side of each expression profile. The lowermost panel shows the expression profiles of genes whose functional association in rice has been validated.

Functions for only a few meiosis-related genes, selected on the basis of homology to known genes in other systems or meiosis-affecting mutant phenotypes, have been validated in rice. These genes, with the exception of *AtRCK*, exhibit a characteristic meiotic anther specific expression profile (Figure 7, lowermost panel). 

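PAIR3, a coiled-coil protein of the meiotic chromosome axis, had a signal of 32.3 ± 4.39 in PMA, 122 ± 12.6 in MA, 6.47 ± 0.564 in SCP and 6.17 ± 0.294 in TPA. It rose from PMA to MA by a log2 fold change of 1.92 (standard error 0.11, adjusted p = 6.03e-06 from limma) and fell from MA to SCP by a log2 fold change of -4.24 (standard error 0.11, adjusted p = 1.68e-08). PAIR2 was also highest in MA, though not by the test against PMA, while OsMEL1 and OsRAD21-4 were highest in PMA. PAIR1, needed for homologue pairing, had 12.5 ± 1.67, 14.4 ± 4.31, 5.56 ± 0.12 and 5.72 ± 0.111 in the 4 stages, and OsSDS, a meiotic cyclin-like gene, 7.88 ± 0.145, 15.8 ± 1.40, 7.99 ± 0.216 and 11.5 ± 6.32, so that both lay close to background. The recombinase gene OsDMC1 on chromosome 11 (LOC_Os11g04954) had 603 ± 219.6 in PMA, 361 ± 26.1 in MA and 9.31 ± 0.573 in SCP, and its fall from MA to SCP was a log2 fold change of -5.28 (standard error 0.23, adjusted p = 6.92e-07). Its adjusted p from PMA to MA was 0.091. OsRCK, a crossover helicase of the MER3 family, had 41.0 ± 4.15 in MA, 5.95 ± 0.296 in SCP and 115 ± 55.3 in TPA by its brighter probe set, which was taken for this gene in place of that of Figure 7, a log2 fold change of 4.16 (standard error 0.31, adjusted p = 4.34e-06) from SCP to TPA. The probe set that Figure 7 shows had 5.86 ± 0.634, 5.72 ± 0.485, 5.35 ± 0.0540 and 10.2 ± 7.59 in the 4 stages. Both probe sets had their highest mean in TPA and their lowest in SCP. That of Figure 7 lay close to background, with a wide spread in TPA, so that it can neither bear out nor contradict the brighter one. The rise of PAIR3 is lost with an equal-variance t-test.

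**Figure D4:**
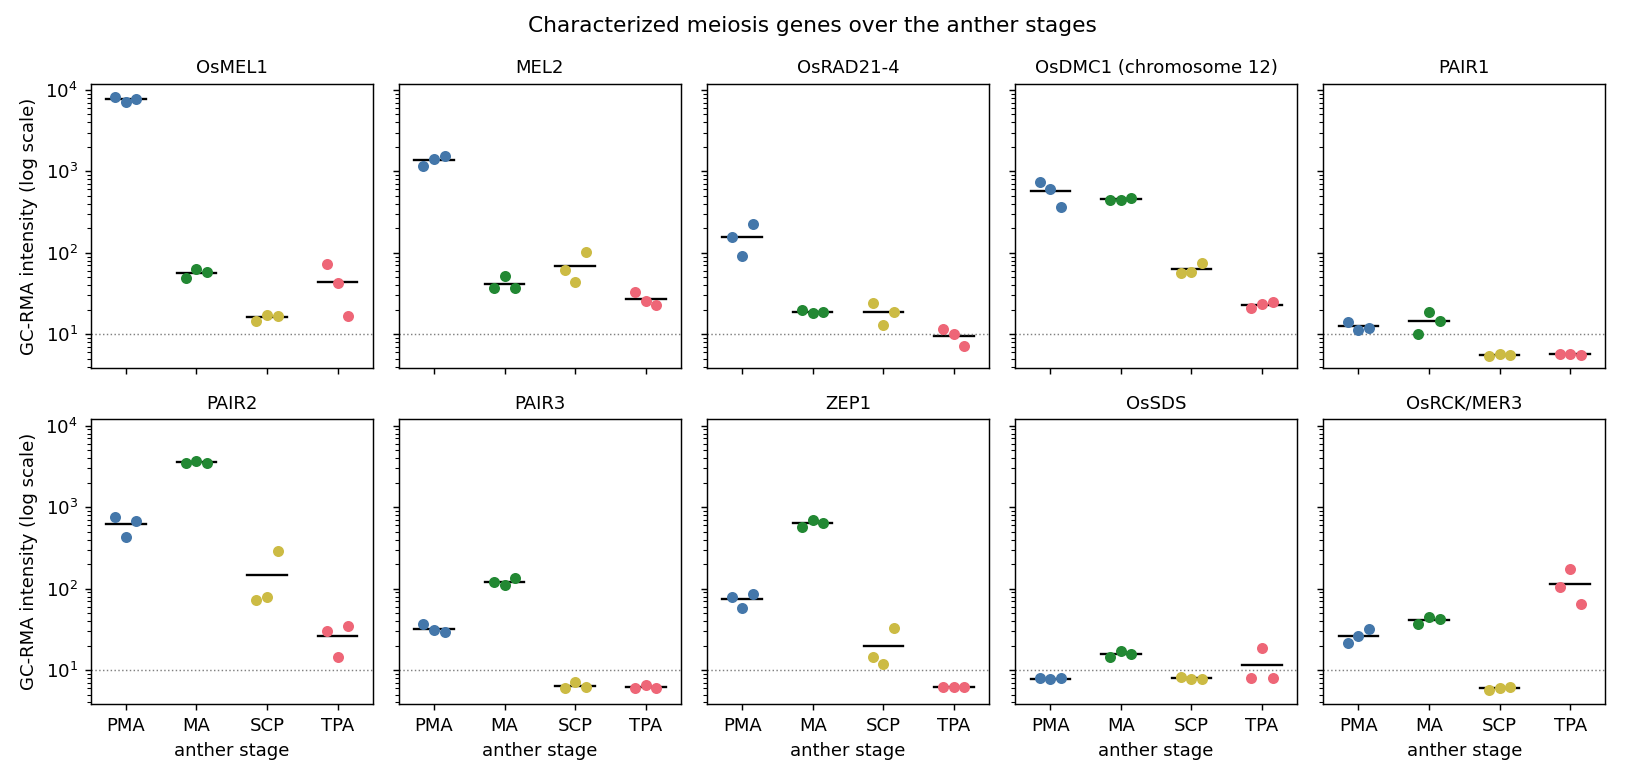
GC-RMA signal (log axis) of 10 meiosis genes in the 3 arrays of PMA, MA, SCP and TPA. Points are single arrays, short black lines mark the stage means and the dotted line marks a signal of 10. OsMEL1, MEL2 and OsRAD21-4 were highest in PMA, PAIR2, PAIR3 and ZEP1 in MA and OsRCK, by the probe set that Figure 7 does not show, in TPA.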

Our co-expression analysis revealed two cluster (7 and 8; containing 1105 genes) exhibiting meiotic anther preferential expression profiles (Figure 2). 

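ZEP1, of the central element of the synaptonemal complex, rose from a signal of 74.4 ± 15.3 in PMA to 632 ± 62.1 in MA and fell to 19.8 ± 11.4 in SCP, log2 fold changes of 3.10 (standard error 0.33, adjusted p = 0.000249) and -5.14 (standard error 0.33, adjusted p = 7.86e-06). OsDMC1 on chromosome 12 (LOC_Os12g04980), the second locus of this recombinase, had 569 ± 185 in PMA and 457 ± 14.0 in MA (adjusted p = 0.679) and fell to 63.5 ± 9.78 in SCP, a log2 fold change of -2.86 (standard error 0.22, adjusted p = 2.76e-05 from limma). MEL2 (LOC_Os12g38460), an RNA-recognition-motif protein for entry into meiosis, was highest in PMA with 1362 ± 191 and fell to 41.8 ± 8.31 in MA, a log2 fold change of -5.03 (standard error 0.29, adjusted p = 6.75e-06). In SCP it had 69.4 ± 29.6, a difference from MA that did not pass the test (adjusted p = 0.182).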

Included in this list are *ZEP1 *[31], *DMC1 *[32]*and *MEL2 [33] which have been implicated in transition from mitotic to meiotic cell division and synapsis of homologous chromosomes. The genes in this cluster, therefore, could be a valuable resource for mining other components of meiotic machinery and meiosis related regulatory networks.

### Proportion of putative sperm cell expressed genes in the TPA transcriptome

With the aim of identifying genes contributing to sperm cell transcriptome in rice, we performed a comparative analysis of *Arabidopsis*, maize and lily sperm cell/generative cell expressed genes with the TPA transcriptome [34-36]. We then complemented this analysis by overlaying information on genes with specific expression in rice anthers in order to determine sperm cell-specific genes from the TPA transcriptome. BLASTx analysis identified rice homologues for 338 genes from the maize sperm cell, 3,152 from the *Arabidopsis *sperm cell, and 241 from the lily generative cell transcriptome that were represented on the Rice Genome Array (Additional File 2). Hobo et al., [16] identified 28,141 anther-expressed genes in rice and classified them into 20 clusters based on co-expression profiles; five of which included genes with expression in rice bi-cellular and tri-cellular microspores. The 5,345 genes in these five clusters were also included in this analysis (Additional File 2). 

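Homologues of germline genes of maize and lily were mostly measured over background in mature anthers. More of them fell than rose on the way there, as did genes at large. Of 338 homologues of maize sperm cell genes, 317, or 93.8%, had a mean signal over 10 in TPA. Of 241 homologues of lily generative cell genes it was 225, or 93.4%. In some anther stage 330 of the maize and 231 of the lily homologues exceeded 10. Of all 17905 genes paired with a probe set, 13726 exceeded it in TPA, counted as 1 probe set per gene. Presence in PMA, MA and SCP was not compared, so that these shares do not show expression particular to mature anthers. From SCP to TPA 64 of the maize homologues rose and 92 fell (64 higher and 94 lower when adjusted over the list alone; camera adjusted p = 0.000951, adjusted p = 0.0469 with an estimated correlation and 0.971 with only probe sets over 10 in a stage). Of the lily homologues 32 rose and 85 fell (32 higher and 87 lower when adjusted over the list alone; camera adjusted p = 1.47e-07, adjusted p = 0.000603 with an estimated correlation and 0.203 with only probe sets over 10 in a stage). Among all 17905 genes, counted as 1 probe set per gene, 2608 rose and 5743 fell at this step. More falls than rises are thus not particular to these homologues. The maize list had a median log2 fold change of -0.31 here, but 0.30 with arrays shifted to a common median, where 92 rose and 55 fell, and its call is lost after quantile normalization (adjusted p = 0.214). The lily list had a median of -0.73 and -0.11 in these 2 fits, with 50 higher and 41 lower in the second. When only probe sets over 10 in a stage are tested, the calls on both lists are lost. The direction of the maize list turned there, and also with fry (adjusted p = 1e-06). Among histones, the male gamete histone H3 gene OsMGH3 rose from 2407 ± 118 in SCP to 12311 ± 977 in TPA, a log2 fold change of 2.35 (standard error 0.23, adjusted p = 3.44e-05 from limma). Of 7 core histones 1 rose, none fell and 6 were not called at this step (median log2 fold change -0.45, camera adjusted p = 0.589). The Arabidopsis list was held only in part and was not tested.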

Rice homologues of 90.5% maize, 86.7% lily and 82.2% *Arabidopsis *germline-expressed genes were represented in the rice TPA transcriptome. Even the sperm-cell transcriptome datasets obtained from maize and *Arabidopsis *that represent two evolutionary diverse plant groups (monocots and dicots), had proportional representation in the rice TPA transcriptome (Figure 8). However, when the maize and *Arabidopsis *sperm cell transcriptomes were compared with each other, only 151 genes were found to be common, amounting to 44.7% and 3.6% of their respective transcriptomes (Additional File 2). In all, 3,662 rice homologues of sperm cell expressed genes in other systems were identified which would comprise the putative sperm cell transcriptome of rice (Figure 8, indicated by the total number of transcripts delineated within the red dashed line).

**Figure 8:**
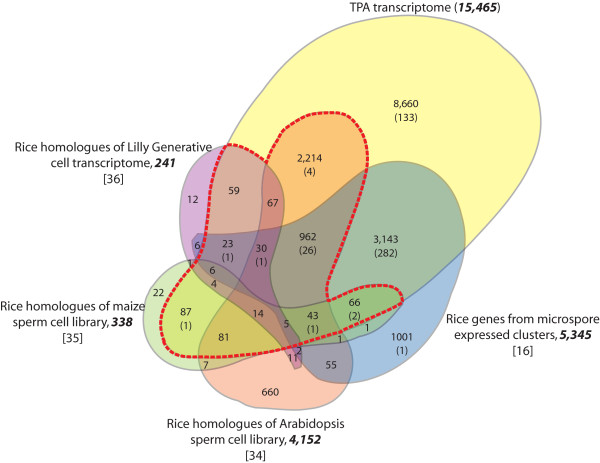
**Identification of putative male gamete transcripts in rice**. The Venn diagram shows overlap between genes that were identified as being present in TPA with microspore preferential genes [16], and homologues found by sequence similarity in the *Arabidopsis *sperm cell transcriptome [34], maize sperm cell ESTs [35] and the lily generative cell transcriptome [36]. The number of genes from the respective transcriptomes that could be mapped on the Rice Genome Array are bold and in italics, while the number of genes that are specifically expressed in the rice TPA transcriptome are indicated in parentheses. The red dashed line constitutes the total number of rice homologues (excluding those in parentheses) that contribute to the putative sperm cell transcriptome in rice which have been identified from the other systems examined.

## Discussion

The microarray data presented here forms a robust platform for the studies on developmental and molecular aspects of male gametophyte development in rice and in cereals at large. A high degree of correlation obtained between the three biological replicates for all stages investigated underlines the reproducibility and strength of the data, which has also been validated by Q-PCR and *in-situ *hybridization analyses. The MAS 5.0 based present calls representing the size of the transcriptomes (15,465 - 18,090) examined, was found to be significantly higher in comparison to a recent sequencing-by-synthesis based analysis of rice anther transcriptomes in which about 3000 - 12000 distinct transcripts were detected in individual stages of anther development [37]. On the other hand it was much less when compared to another recent study of the rice anther transcriptome using the same platform (Affymetrix) [38] in which 30,186 - 28,280 probe-sets were reported. The difference could have resulted from the fact that we have used a more refined sub-set of genes where the redundant probe-set IDs and genes coding for transposable elements (TEs) were removed. The size of maize anther transcriptomes (based on 44 K maize array), however, was found to have a comparable number of transcripts to those found in our analysis [39]. Comparison of the anther transcriptomes revealed a high correlation between SAM, PMA, MA and SCP stages, indicating that there are subtle differences in expression across these three stages. The high similarity observed between SAM and PMA suggests that changes in the expression of very few genes are required to trigger anther development in rice. Most of the differentially expressed genes identified were found to be regulatory in nature, therefore, although these changes are few in number they can potentially initiate a chain of events in subsequent stages to influence expression of many downstream genes. It would seem that PMA is therefore a transitory phase, where the decision to undergo meiosis is taken in some specialized cells. PMA and MA represent very early stages of anther development in which there is relatively high representation of sporophytic tissue in comparison to the gametophytic tissue, with most of the transcriptome changes corresponding to sporogenous tissue and the developing tapetum. TPA, however, contains a relatively higher cellular mass that represents mature gametophytic tissue. In the current study, we clearly show marked differences in its transcript constitution from the rest of the anther transcriptomes investigated. The TPA stage is also characterized by the smallest and the most diverse transcriptome of the four stages analyzed. This could be by virtue of the distinctive transcriptomes of the male gametophyte and sperm cells [34] and down-regulation of a large number of genes that might not be required for the development of the gametophyte [39].

Comparison of our data with the recently published transcriptome of haploid male gametophyte development [40] substantiates our staging of anther development. Of the 188 unique probe-sets enriched in tricellular pollen (TCP) as identified by Wei and coworkers [40] 160 (85%) were expressed in TPA. Also of the 525 uni-nucleate microspore (UNM) enriched probe-sets, 405 (77%) were expressed in SCP.

In the present study, we have grouped differentially expressed genes into 10 co-expression groups. The information gathered from frequently co-expressed genes across multiple datasets and across different organisms has previously been used to verify gene interaction patterns and also to predict novel gene interaction networks [41-44]. A large number of genes (~34%) found in these co-expression groups have not even been annotated and even fewer of those that are annotated have been validated for their role in anther development. Therefore, identification of genes in these co-expression clusters pave the way for more focused investigations leading to a better understanding of gene regulatory networks.

The list of specifically activated transcription factors in PMA included four transcription factors (DRD1, ZOS2-03-C_2_H_2 _zinc finger, a helix-loop-helix, and a MYB transcription factor). Also, eleven genes (*OsMADS1, 2, 3, 4, 5, 6, 7, 8, 17, 34 *and *58*) belonging to the MADS-box family were up regulated by 2 folds in PMA with respect to SAM, which were also shown to be part of the pollen mother cell preferential transcriptome ([45], Additional File 6). Some of these MADS box genes have also been implicated in anther development [46,47]. Four members of the YABBY gene family were found to be specifically down regulated in PMA in comparison to SAM. However, in the MA, the NAM and AP2 class of genes dominated the list of differentially expressed transcription factors. 

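NAC45, a gene of the NAC family of transcription factors, rose from a signal of 5.57 ± 0.796 in PMA to 142 ± 8.79 in MA, a log2 fold change of 4.68 (standard error 0.41, adjusted p = 7.35e-05 from limma), and fell back to 9.54 ± 6.73 in SCP, a log2 fold change of -4.11 (standard error 0.41, adjusted p = 0.000111) whose call an equal-variance t-test loses. NAC071 had 112 ± 30.7 and 62.0 ± 5.69 in these stages, which did not pass the test, and 55.0 ± 22.2 in SCP and 712 ± 139.7 in TPA, a log2 fold change of 3.77 (standard error 0.34, adjusted p = 1.81e-05) at the last step, a call that an equal-variance t-test loses. Only 8 NAC genes with a symbol were tested, of which 1 rose and none fell from PMA to MA (1 higher and 0 lower when adjusted over the list alone; camera adjusted p = 0.191). From SCP to TPA 1 rose and none fell (camera adjusted p = 0.957).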

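Among the AP2/ERF genes, EREBP-1 did not change from PMA to MA by the test, but rose from 4338 ± 77.6 in MA to 10592 ± 1342 in SCP and fell to 2648 ± 272 in TPA, log2 fold changes of 1.28 (standard error 0.13, adjusted p = 0.000124) and -2.00 (standard error 0.13, adjusted p = 1.75e-06). The dehydration-response gene DREB1E had 48.4 ± 15.2 in PMA and 10.3 ± 0.546 in MA and AP2-5 108 ± 29.9 and 47.6 ± 9.27, with adjusted p values of 0.0131 and 0.0173. Of 12 AP2/ERF genes with a symbol, none was called from PMA to MA (0 higher and 0 lower when adjusted over the list alone; camera adjusted p = 0.239), 1 rose and 1 fell from MA to SCP, and 1 fell from SCP to TPA (camera adjusted p = 0.435). Among YABBY genes, regulators of lateral organ polarity, OsYAB5 fell from 45.1 ± 10.2 in MA to 6.68 ± 0.513 in SCP, a log2 fold change of -2.73 (standard error 0.14, adjusted p = 1.42e-06 from limma). Of 6 YABBY genes, 2 fell from PMA to MA (camera adjusted p = 0.504) and 3 from MA to SCP (0 higher and 3 lower when adjusted over the list alone; camera adjusted p = 0.00649, adjusted p = 0.0959 with an estimated correlation and 0.0191 with only probe sets over 10 in a stage).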

While eight NAM and three AP2 family genes were up regulated in MA, eight AP2 genes were down regulated (Additional File 6). 

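The ribosomal protein gene RPS10 fell from a signal of 10304 ± 612 in MA to 3686 ± 122 in SCP, a log2 fold change of -1.48 (standard error 0.095, adjusted p = 7.82e-06 from limma), and RPL30 from 10361 ± 913 to 3239.7 ± 533, a log2 fold change of -1.69 (standard error 0.13, adjusted p = 2.75e-05). The elongation factor gene EF-1-beta fell from 17926 ± 625 to 8155 ± 392 and the initiation factor gene eIF3k from 2543 ± 63.1 to 1084 ± 28.2, log2 fold changes of -1.14 (standard error 0.052, adjusted p = 8.29e-07) and -1.23 (standard error 0.038, adjusted p = 5.63e-08). Of 23 genes for ribosomal proteins, 16 fell and none rose from MA to SCP (0 higher and 17 lower when adjusted over the list alone; camera adjusted p = 4.52e-13, adjusted p = 0.182 with an estimated correlation and 8.29e-08 with only probe sets over 10 in a stage). Of 8 translation factors, 3 fell and none rose (0 higher and 3 lower when adjusted over the list alone; camera adjusted p = 0.0507). From PMA to MA none of the 23 ribosomal protein genes and none of the 8 factors was called, although the factors as a list lay lower in MA, with a median log2 fold change of -0.34 (camera adjusted p = 0.00129, adjusted p = 0.125 with an estimated correlation and 0.0992 with only probe sets over 10 in a stage).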

In SCP, besides a shuffling in the pool of transcription factors, down-regulation of the translation machinery was observed with more than 200 translation-related genes significantly affected by more than two folds. Most of these genes continued with the downward trend in TPA as well. 

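RPL9 fell from 6222 ± 111 in SCP to 1685 ± 355 in TPA and RPS3A from 6831 ± 704 to 1859 ± 256, log2 fold changes of -1.90 (standard error 0.13, adjusted p = 2.54e-06) and -1.88 (standard error 0.12, adjusted p = 1.88e-06). Of the 23 ribosomal protein genes, 15 fell and none rose from SCP to TPA (0 higher and 16 lower when adjusted over the list alone; camera adjusted p = 2.2e-07, adjusted p = 0.335 with an estimated correlation and 0.0191 with only probe sets over 10 in a stage). With arrays shifted to a common median, 4 fell and 2 rose and the median of the list stayed under 0.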

In concurrence with previous observations from several groups [13,48,49] most of the down-regulated genes code for ribosomal proteins and elongation factors. 

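EF-1-beta fell further, to 2182 ± 149 in TPA, a log2 fold change of -1.90 (standard error 0.052, adjusted p = 4.7e-09 from limma), whereas the initiation factor gene eIF-4A-3 rose from 1938 ± 218 in SCP to 5158 ± 727, a log2 fold change of 1.41 (standard error 0.12, adjusted p = 1.11e-05), a call that an equal-variance t-test loses. Of 8 translation factors, 1 rose and 3 fell from SCP to TPA (1 higher and 3 lower when adjusted over the list alone; camera adjusted p = 0.00233, adjusted p = 0.136 with an estimated correlation and 0.352 with only probe sets over 10 in a stage). The list's median log2 fold change of -0.54 became 0.08 with arrays shifted to a common median, where 1 rose, 1 fell and its call is lost (adjusted p = 0.0695). The ribosomal protein list had medians of -1.26 from MA to SCP and -1.25 from SCP to TPA.

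**Figure D5:**
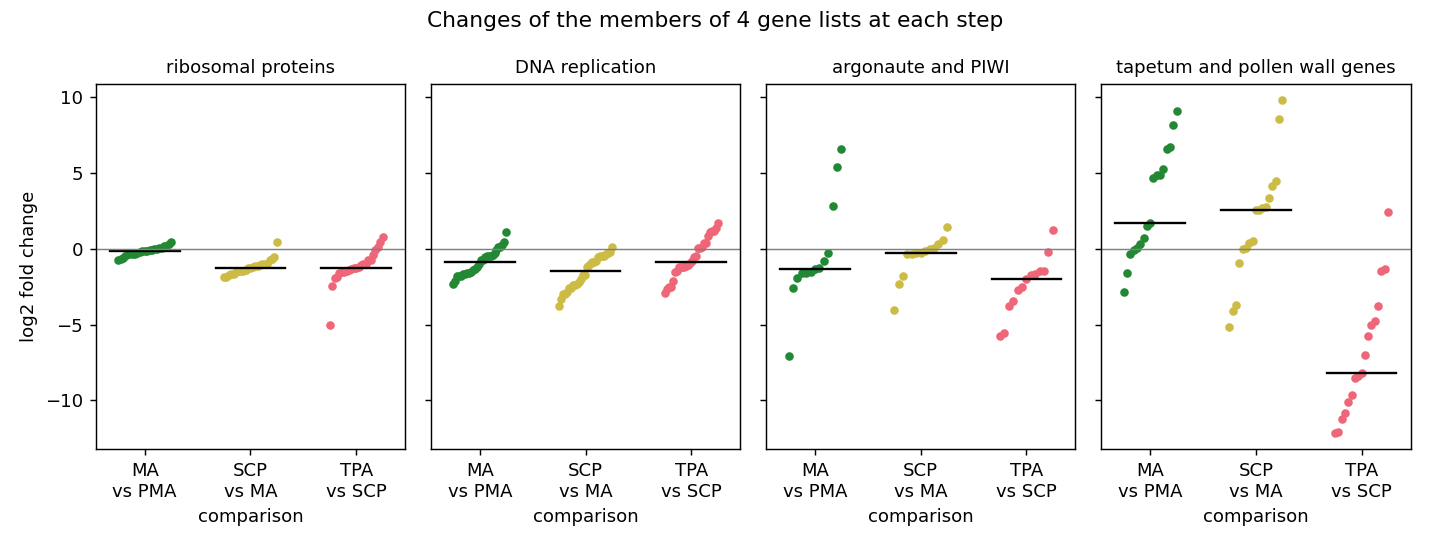
Log2 fold change of each member (points) and the median (line) of 4 gene lists, ribosomal proteins, DNA replication, argonaute and PIWI, and tapetum and pollen wall genes, in MA against PMA, SCP against MA and TPA against SCP. The median of the ribosomal protein genes lies below 0 in SCP and TPA and that of the tapetum genes in TPA, and these medians kept their sign with arrays shifted to a common median.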

There were also genes coding for LSM (like-Sm) domain containing and RNA recognition motif proteins that are known for their involvement in pre-mRNA processing [50,51].

A major proportion of the differentially expressed signal transduction components included those involved in calcium-mediated signaling, e.g. calcium dependent protein kinases, caleosins and other proteins containing C2 domain and EF hands. 

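CPK2 and CPK22, calcium-dependent protein kinases, rose from 5.52 ± 0.0314 and 4.88 ± 0.0228 in SCP to 17972 ± 1528 and 14571 ± 1226 in TPA, log2 fold changes of 11.67 (standard error 0.062, adjusted p = 2.88e-14) and 11.54 (standard error 0.094, adjusted p = 6.49e-13). CPK23 rose earlier, from 170.2 ± 15.0 in MA to 622 ± 25.6 in SCP, a log2 fold change of 1.87 (standard error 0.13, adjusted p = 1.39e-05 from limma). Of 20 members of the family, 3 rose and 1 fell from MA to SCP (3 higher and 1 lower when adjusted over the list alone; camera adjusted p = 0.0221, adjusted p = 0.399 with an estimated correlation and 0.202 with only probe sets over 10 in a stage), and 5 rose and 8 fell from SCP to TPA (5 higher and 9 lower when adjusted over the list alone; camera adjusted p = 0.279). In MA 1 rose and none fell against PMA (camera adjusted p = 0.981). The call on the list from MA to SCP is also lost with arrays shifted to a common median (adjusted p = 0.0813). In TPA the median of the list was -0.79 and the mean 1.41, since its few rises were far larger than its falls.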

Genes involved in secondary metabolism (for example, those coding cytochrome 450, chalcone flavonone isomerase, strictosidinesynthase) showed marked up-regulation in MA and SCP. 

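CYP99A2, of diterpenoid synthesis, rose from 19.0 ± 9.07 in PMA to 197 ± 21.7 in MA and fell to 7.54 ± 1.76 in SCP, log2 fold changes of 3.47 (standard error 0.29, adjusted p = 5.88e-05) and -4.73 (standard error 0.29, adjusted p = 5.79e-06). The call on its rise is lost with an equal-variance t-test. CYP724B1, of brassinosteroid synthesis, fell from 92.2 ± 14.3 in SCP to 7.41 ± 2.41 in TPA, a log2 fold change of -3.68 (standard error 0.34, adjusted p = 1.86e-05 from limma). Of 20 entries for secondary metabolism among the 986 of Additional File 6 that were compared, 5 were called higher and none lower in MA against PMA, 6 higher and 2 lower in SCP against MA, and 7 higher and 7 lower in TPA against SCP. Over all 986 entries the counts were 107 higher and 61 lower, 112 and 150, and 209 and 506 in these comparisons. The paper chose the entries for changing over these same arrays, so that calls among them are partly built in. Of 29 cytochromes P450, 2 rose and none fell from PMA to MA (2 higher and 0 lower when adjusted over the list alone; camera adjusted p = 0.2), 1 rose and 3 fell from MA to SCP (1 higher and 3 lower when adjusted over the list alone; camera adjusted p = 0.142), and 3 rose and 5 fell from SCP to TPA (camera adjusted p = 0.437). Of 5 lipid transfer proteins, 1 rose and none fell from PMA to MA (3 higher and 0 lower when adjusted over the list alone; camera adjusted p = 0.00233, adjusted p = 0.305 with an estimated correlation and 0.0405 with only probe sets over 10 in a stage). That gene is LTP110-A, with 816 ± 121 in PMA and 3849 ± 188 in MA, and its call is lost without any 1 of the MA arrays and without PMA replicate 1 or 2.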

During meiosis and the single-celled microspore stage, tapetal cells are most active and are known to be involved in the synthesis of flavonoids and other secondary metabolites that eventually find their way to developing microspores [52], therefore, up-regulation of secondary metabolism related genes could in fact be related to tapetum development. Though not significant in number, genes involved in chromatin remodeling were also differentially expressed during progression of anther development. In addition, genes expressed in response to various abiotic stresses e.g., those coding for late embryogenesis abundant (LEA) proteins, dehydrins, and other senescence-associated proteins showed stage-specific differential expression, emphasizing that there may be parallels between the molecular mechanisms involved in reproductive development and stress (details of these genes can be found in Additional File 6).

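The dehydrin gene rab25 was highest in SCP: it rose from 9.67 ± 0.578 in MA to 235 ± 34.6 in SCP and fell to 12.2 ± 4.84 in TPA, log2 fold changes of 4.59 (standard error 0.31, adjusted p = 1.1e-05) and -4.33 (standard error 0.31, adjusted p = 3.79e-06). RAB16B, another dehydrin gene, had 977 ± 492 in PMA and 73.8 ± 6.97 in MA, which did not pass the test (adjusted p = 0.0189). Of 7 LEA and dehydrin genes, none was called from PMA to MA, although the list lay lower in MA (median log2 fold change -2.58, camera adjusted p = 0.00394, adjusted p = 0.399 with an estimated correlation and 0.0467 with only probe sets over 10 in a stage). From MA to SCP 2 rose and none fell (2 higher and 0 lower when adjusted over the list alone; camera adjusted p = 0.0222, adjusted p = 0.458 with an estimated correlation and 0.202 with only probe sets over 10 in a stage), and from SCP to TPA 1 fell (camera adjusted p = 0.431). The call from MA to SCP is lost with arrays shifted to a common median (adjusted p = 0.0695) and without SCP replicate 3.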

Another interesting observation was that the anther transcriptome showed a high level of similarity with the seed transcriptome profile, when compared with other stages/tissues. The similarities in the two organs could be due to biochemical processes that are common to them. Both anthers and seeds are metabolically active tissues that exhibit high rates of cell division and both act as sinks for sugar derivatives, which are converted to starch at a rapid rate in these tissues. Furthermore, we have recently analyzed the similarities between reproductive developmental stages and dehydration stress in rice [53], where the findings indicate a high degree of overlap between genes that show differential expression during mature stages of panicle development, natural desiccation of seeds and plants exposed to dehydration stress. The findings in the present analysis highlight that both anthers and seeds could be utilizing similar regulatory networks for accumulation of starch, as they enter a phase of biological desiccation.

Gene regulation by means of RNA interference has been shown to play a vital role in anther development [54]. Reports have also shown the presence of functional miRNA in late stages of anther development [55]. 

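Argonautes, which load small RNAs, changed at meiosis and again towards maturity. AGO2 was at 3302 ± 83.7 in PMA, 1122 ± 85.9 in MA, 3112 ± 313 in SCP and 968 ± 91.6 in TPA, with log2 fold changes of -1.56 (standard error 0.091, adjusted p = 6.93e-06), 1.47 (standard error 0.091, adjusted p = 6.19e-06) and -1.68 (standard error 0.091, adjusted p = 5.27e-07). AGO1B fell from 12915 ± 2279 in PMA to 3407 ± 37.9 in MA, a log2 fold change of -1.91 (standard error 0.11, adjusted p = 5.84e-06 from limma), a call that an equal-variance t-test loses. OsPNH1 fell from 519.9 ± 59.1 in SCP to 9.81 ± 2.99 in TPA and AGO4A from 4785 ± 438 to 1205 ± 115, log2 fold changes of -5.77 (standard error 0.22, adjusted p = 5.64e-08) and -1.99 (standard error 0.096, adjusted p = 2.49e-07). Of 13 argonaute and PIWI genes, 3 rose and 7 fell from PMA to MA (3 higher and 7 lower when adjusted over the list alone; camera adjusted p = 0.000951, adjusted p = 0.0469 with an estimated correlation and 0.0433 with only probe sets over 10 in a stage), 1 rose and 2 fell from MA to SCP (camera adjusted p = 0.623), and none rose and 10 fell from SCP to TPA (0 higher and 11 lower when adjusted over the list alone; camera adjusted p = 1.08e-06, adjusted p = 0.0179 with an estimated correlation and 0.013 with only probe sets over 10 in a stage). The medians of -1.33 and -1.99 in the first and last comparison kept their sign after quantile normalization and with arrays shifted to a common median, where 1 rose and 8 fell from SCP to TPA.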

Our data has also revealed up-regulation of genes coding for argonautes and other proteins with PAZ and PIWI domains in pre-meiotic and meiotic anthers in a stage preferential manner, suggesting that a different subset of RNAi machinery might be activated in reproductive tissues especially during early anther development. 

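Against the later stages the germ-cell argonaute gene OsMEL1 was higher in PMA throughout: its log2 fold change was -8.90 (standard error 0.43, adjusted p = 1.07e-06) for SCP against PMA and -7.68 (standard error 0.43, adjusted p = 5.92e-07) for TPA against PMA. TPA and MA did not differ by the test, with a log2 fold change of -0.60 (standard error 0.43, adjusted p = 0.264). All stage means lay over 10, the limit for absent.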

A rice pre-meiosis-specific argonaute gene *OsMEL1 *(LOC_Os03g58600) that has recently been implicated in male meiosis, [24] was shortlisted in our analysis and identified as being PMA-specific. It might therefore be interesting to explore the function of other similar components, determining whether there is reproduction-specific RNAi machinery.

### Towards understanding expression dynamics of the meiome

Meiosis has long been the subject of research with pioneering investigation in yeast (*Saccharomyces cerevisiae*) [56]. In flowering plants, identification of many meiotic mutants in *Arabidopsis*, rice and maize has led to functional characterization of close to fifty plant meiotic genes, that has substantially added to our current understanding of genes involved in plant meiosis [57,58]. The meiosis related genes characterized in rice include *PAIR1 *(*HOMOLOGOUS PAIRING ABERRATION IN RICE MEIOSIS1*) [59], *PAIR2 *[homologous to *Saccharomyces cerevisiae HOP1 *(*HOMOLOGOUS PAIRING 1*) and *Arabidopsis ASY1 *(*ASYNAPTIC1*)] [60], *OsRAD21-4 *(*RADIATION SENSITIVE 21-4*) [27], *OsDMC1 *(*DISRUPTION OF MEIOTIC CONTROL 1*) [61], *PAIR3 *[62], *OsMEL1*(*MEIOSIS ARRESTED AT LEPTOTENE1*) [24], *OsSDS *(*SOLO DANCERS*) *and OsRCK *(*ROCK-N-ROLLERS*) [63]. All these genes except *PAIR1, PAIR3 *and *OsMEL1 *were identified due to their homology to meiosis-related genes in yeast or *Arabidopsis*. However unlike in yeast and mammalian systems, we are still far from constituting the plant meiome.

Our data shows that a large majority of rice meiosis homologues (from yeast and mammalian systems) do not express in a meiosis-specific manner. For example, *AtAHP2 *[64] is known to be involved in meiosis but it is expressed in other vegetative tissues as well. Likewise *AtRAD51 *is expressed in other stages but it has been shown to be essential for the progression of normal meiosis [65]. It could either mean that a greater proportion of genes involved in meiosis play a role in other cellular functions as well or that other genes may have taken up meiosis-specific functions in plants. 

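ZIP4, a crossover gene, rose from 47.8 ± 27.1 in PMA to 730.3 ± 21.8 in MA, a log2 fold change of 4.08 (standard error 0.38, adjusted p = 0.00011 from limma), a call that an equal-variance t-test loses, while CRC1, of the synaptonemal complex machinery, fell from 61.8 ± 3.44 in MA to 5.99 ± 0.162 in SCP, a log2 fold change of -3.37 (standard error 0.13, adjusted p = 3.42e-07). MSH5, a crossover gene of the MutS family, fell from 105 ± 21.7 in SCP to 8.34 ± 1.62 in TPA, a log2 fold change of -3.65 (standard error 0.18, adjusted p = 2.9e-07). Of 26 meiosis genes, 3 rose and 6 fell from PMA to MA (4 higher and 6 lower when adjusted over the list alone; camera adjusted p = 0.204). In SCP none rose and 13 fell against MA (1 higher and 14 lower when adjusted over the list alone; camera adjusted p = 6.73e-08, adjusted p = 0.0258 with an estimated correlation and 1.47e-05 with only probe sets over 10 in a stage). In TPA 4 rose and 9 fell against SCP (4 higher and 11 lower when adjusted over the list alone; camera adjusted p = 0.0391, adjusted p = 0.325 with an estimated correlation and 0.861 with only probe sets over 10 in a stage). The last call is lost after quantile normalization (adjusted p = 0.608), when only probe sets over 10 in a stage are tested, without SCP replicate 3 and without TPA replicate 3, and the median of the list, -0.49, became 0.13 with arrays shifted to a common median, where 5 rose and 5 fell.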

Some meiotic genes have been shown to be plant-specific (for example, *Poor Homologous Synapsis*; *PHS1 *[66]). Recently, Tang and coworkers [45] carried out global expression profiling of laser-captured pollen mother cells (PMCs) in rice using the 44k Agilent array. By comparing the expression of PMC expressed genes to those expressed in seedlings and tricellular pollen they could identify 1,158 PMC-preferential genes. These PMC preferentially expressed genes contained many known meiotic genes, including *OsSPO11-1 *[67]*, PAIR1 *[59]*, PAIR2 *[60]*, PAIR3 *[62]*, OsDMC1 *[61]*, OsMEL1 *[24]*, OsRAD21-4 *[27]*, OsSDS *[63], and *ZEP1 *[31]. Since 917 of the 1158 PMC-preferential genes were represented in our data set (which is based on the Affymetrix 57k chip) we decided to analyze the expression profiles of these genes in all four stages of anthers (*see *Figure 9a; Additional File 8). Interestingly, of the 917 genes, 702 expressed both in pre-meiotic (PMA) and meiotic anthers (MA) (Figure 9b) and 561 of these expressed in SAM as well, albeit at relatively lower levels. However, when this data set of 917 genes was parsed through our data set of anther-specific genes, we could identify only 67 genes that were expressed in PMA and MA (44 were expressed in both PMA and MA, two were PMA-specific and 21 were expressed specifically in MA). Furthermore, most of the 702 genes that were expressed in both PMA and MA were also expressed at significant levels in other stages of anther development (Figure 9b). These observations strengthen our hypothesis that the expression for the majority of meiosis-related genes is not restricted to cells undergoing meiosis and that they may participate in functions other than meiosis or that other genes may have taken up meiosis-specific functions in plants. Therefore, the 372 genes constituting the meiotic anther specific expression profile (Figure 2) in this study should serve as a valuable resource for mining, the as yet unidentified, components of the meiotic machinery and associated regulatory networks in rice.

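Of the 917 PMC-preferential genes, which another study chose by comparing pollen mother cells with seedlings and tricellular pollen, 734 had a mean signal over 10 in PMA, 747 in MA and 693 in both. From PMA to MA 146 rose and 97 fell (167 higher and 119 lower when adjusted over the list alone; camera adjusted p = 0.241), so that members moved both ways as meiosis began.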

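Of the 917 PMC-preferential genes, 693 had a mean over 10 in SCP, 565 in TPA and 522 in all 4 stages. From MA to SCP 65 rose, 255 fell and 597 were not called (70 higher and 273 lower when adjusted over the list alone; camera adjusted p = 4.59e-05, adjusted p = 0.0302 with an estimated correlation and 4.95e-05 with only probe sets over 10 in a stage), and from SCP to TPA 42 rose, 371 fell and 504 were not called (45 higher and 382 lower when adjusted over the list alone; camera adjusted p = 2.43e-13, adjusted p = 0.00277 with an estimated correlation and 0.000207 with only probe sets over 10 in a stage). The median log2 fold change was -0.36 and -0.83 in these steps and kept its sign with arrays shifted to a common median, where 88 rose and 295 fell from SCP to TPA. Since the list was chosen against tricellular pollen, a fall towards TPA is largely built into it, and the p values of that step are not independent evidence.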

**Figure 9:**
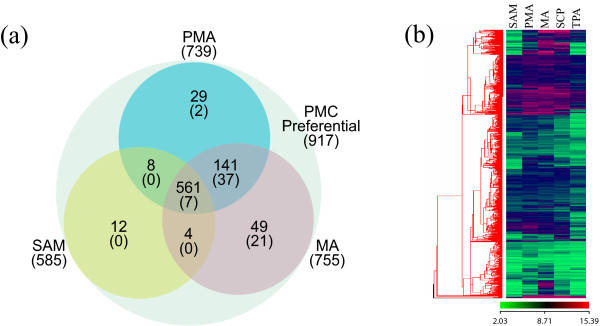
**Comparison of the pollen mother cell transcriptome with anther stages**. (a) Venn diagram showing the expression of pollen mother cell (PMC) preferential genes identified by Tang and co-workers [45] in PMA, MA and SAM. The number of probe-sets expressed in each stage is indicated, with the number of genes specifically expressed in anthers indicated in parentheses. (b) A heat-map representing the expression profiles of 702 PMC preferential genes (from the original 917 identified in comparing the 44K and 57K chip - *see reference *[45]*and the discussion*) that are expressed in SAM and the four stages of anther development (PMA, MA, SCP and TPA).

Differential expression analysis involving comparison of adjacent stages revealed an interesting pattern showing a steady and significant increase in the number of genes activating in post-meiotic stages (i.e., in SCP and TPA). In these stages a total of 4,232 transcripts were up regulated in comparison to 1,418 in PMA and MA combined. Additionally, the post-meiotic stages of SCP and TPA contained a significantly larger proportion of genes down regulated (6,395) when compared to the earlier stages of PMA and MA (968). 

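A transmembrane amino acid transporter gene (LOC_Os06g12320) rose from 6.62 ± 0.609 in MA to 5357 ± 3124 in SCP, a log2 fold change of 9.41 (standard error 1.12, adjusted p = 0.000347 from limma). The expansin gene EXPB9 rose from 5.78 ± 0.632 in SCP to 19076 ± 1383 in TPA, a log2 fold change of 11.69 (standard error 0.20, adjusted p = 1.65e-10). The kinesin gene KIN14L, of a family of microtubule motors, rose from 196 ± 18.3 to 875 ± 71.5, a log2 fold change of 2.16 (standard error 0.11, adjusted p = 2.78e-07). Of the called probe sets, 863 of 4764 in SCP and 2101 of 13250 in TPA carry a gene name, against 639 of 3630 in MA.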

A similar trend of a large number of genes getting transcriptionally activated and deactivated in post-meiotic anthers was also observed in maize [39]. In maize, 867 genes were up regulated while 908 were down regulated in post-meiotic stages of anther development. We detected orthologues for 345 and 346 genes, respectively, in our data set, and of these 265 (~77%) and 226 (~65%) exhibited similar expression profiles in rice. Incidentally, a large percentage of the down-regulated genes in both rice and maize anthers are those that are expressed at significant levels (normalized average expression value ≥ 50) (data not shown), which suggests that meiosis may act as a two-way molecular switch that activates a large number of gametophytic genes, and at the same time, shuts down the sporophytic machinery that is presumably not necessary for male gametophyte development.

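Many of the genes that fell were well expressed before. OsPKS1, a polyketide synthase of the pollen wall, stood at 29256 ± 611 in SCP and 6.61 ± 1.22 in TPA, a log2 fold change of -12.13 (standard error 0.32, adjusted p = 3.78e-09 from limma), and OsC4, of the tapetal lipid transfer family, at 40473 ± 1738 and 23.4 ± 11.7, a log2 fold change of -10.86 (standard error 0.55, adjusted p = 3.22e-07). The serine carboxypeptidase gene LOC_Os01g22954 fell from 1211 ± 57.6 in MA to 7.58 ± 0.0892 in SCP, a log2 fold change of -7.32 (standard error 0.35, adjusted p = 1.18e-06). Of the probe sets that fell from MA to SCP, 80.3% had a mean of at least 50 in MA, against 73.3% of all probe sets over 10 in that stage. For those that fell from SCP to TPA it was 86.4%, against 72.6%. At a limit of 100 the shares were 66.3% against 62.0% and 74.2% against 61.3%. A fall of at least 2-fold is hard to reach for a probe set that starts near the floor, so that the calling rule itself may set much of these differences. How much was not tested.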

### Sperm cell transcriptome

The transcriptomes of pollen and sperm cells have been reported to be smaller than and distinct from those of vegetative tissues [34,35]. By comparing known sperm cell transcriptomes with the TPA transcriptome, we have attempted to identify the constitution of the rice sperm cell transcript pool. We show that a large proportion of transcripts constituting the *Arabidopsis *sperm cell (82.3%), maize sperm cell (90.1%) and the lilly generative cell (86.7%) transcriptomes were represented in the rice TPA transcriptome, suggesting a high degree of similarity between sperm cell transcriptomes of monocot and dicot plants. Categorization of TPA activated and up-regulated genes into GO functional groups (Figure 6) indicates that genes encoding signal transduction components, cell structure components, transporters, transcription factors and stress related pathways, could be the major contributors to the sperm cell transcriptome. Since 448 of the TPA expressed genes have not been previously reported to be expressed in vegetative tissues and throughout the stages of seed development, they could serve as a useful resource to mine putative sperm cell transcripts for validation of their function in this unique cell type.

## Conclusions

### Implications in defining components of biochemical and gene regulatory networks

Identification of co-expressing clusters in a developmental event is indicative of common or related regulatory pathways. Co-expression is often related to co-regulation, and genes that follow similar expression profiles may be the targets of the same transcription factors. Our studies have allowed identification of specifically regulated genes. Comparison with four of the vegetative stages and five seed development stages of rice has allowed segregation of transcripts dedicated to anther development function, especially the three co-expression groups that identify genes showing expression peaks in the four stages of anthers (Figure 2). Many of the genes in these clusters have not yet been annotated and as such, deserve further attention as a source of genes that could have (as yet) unidentified roles in meiosis and other stages examined. Such analysis is of great significance for future research, with several candidates now being targeted for studies that will build towards our understanding of regulatory networks and validating gene function(s).

## Authors' contributions

PD carried out the microarray experiments for PMA, SCP and TPA stages, performed *in situ *hybridization experiments, analyzed the data and drafted the manuscript. RS identified the anther stages and performed the microarray experiment for MA stage. WDB and JAA helped in the data analysis and preparation of the manuscript. SK conceptualized and designed the experiments, contributed to the data analysis and manuscript writing. All authors read and approved the final manuscript.

## Supplementary Material

Additional File 1 **Box-Whisker plot showing the range of expression of *Magnoporthe *genes across the 14 stages of development used in the microarray**. LM, Mature Leaf; LY, Y-Leaf; R, Root; SDL, 7 day old seedling; SAM, Shoot apical meristem; PMA, Pre-meiotic anther; MA, Meiotic anther; SCP, Anthers with single celled pollen; TPA, Anther with trinucleate pollen; S1-S5, Seed stages from 0 days after pollination (DAP) till 30 DAP. Click here for file

Additional File 2 **List of rice homologues for *Arabidopsis*, lily and maize sperm cell transcripts and significance values from BLASTx searches and their comparison with the TPA transcriptome**. Click here for file

Additional File 3 **List of Primers used in Real-time PCR**. Click here for file

Additional File 4 **Scatter plots comparing gene expression of four stages of anther development as well as shoot apical meristem (SAM)**. Numerical figures in the blocks show the number of genes with at least 2-fold differential expression between the stages. The correlation co-efficient for gene expression between the stages is indicated at the top of each plot. Clearly, PMA (pre-meiotic anther), MA (meiotic anther) and SCP (single-celled pollen) have more similarity in their transcriptome than TPA (tri-nucleate pollen), which shows higher variation in transcripts. Click here for file

Additional File 5 **MAS5 detection calls and p-values for the list of unique probe-set IDs and probe-set lists of SAM, PMA, MA, SCP, seed, and leaf transcriptomes**. Click here for file

Additional File 6 **Raw and log**_**2 **_**transformed expression values, probe set IDs, Locus IDs, functional categories, putative functions and cluster categorization of 11,915 genes differentially expressed in anthers**. Click here for file

Additional File 7 **Expression profiles of early meiosis genes in yeast**. Numbers on the Y axis are normalized. The data was normalized for the minimum value as zero. Meiotic time points are shown on the X axis. Gene names written in red are at least 1.95-fold up regulated when comparing the maximum value of meiotic verses maximum value of the non-meiotic stages. Fold changes are shown in parentheses. The expression data was obtained from GEO accession number GSE18181. Click here for file

Additional File 8 **A comparison of the pollen mother cell transcriptome with that of SAM, PMA, MA, SCP and TPA**. Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

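Anthers at 4 stages, before meiosis (PMA), in meiosis (MA), with single-celled pollen (SCP) and with tri-nucleate pollen (TPA), were measured with 3 arrays each, 12 in all, on the Affymetrix rice array. Each array holds RNA of bulked anthers of several plants and is taken as a biological replicate. The paper states that the microarray experiment on MA was carried out by another person than that on the other stages, so that person and the MA stage cannot be told apart. Arrays of other tissues belong to other series and are not analysed here.

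The authors labelled the RNA, scanned the arrays and made the deposited values, which are GC-RMA intensity values on the linear scale, normalized in 1 project together with arrays of other tissues. GC-RMA corrects the background by probe GC content, normalizes arrays by quantiles and summarises each probe set, and these steps were not repeated. All 12 columns were mapped to a stage. Of 57381 probe sets, 123 control probe sets were left out of the tests and 57258 rice probe sets were kept. The number of arrays limits the precision of each value. The reference table of genes pairs 22436 probe sets with 1 gene (17905 genes) and 95 with several or none of those listed, and 34727 are not listed. Of the paired probe sets, 3193 carry a name. Supplementary files of the paper pair 4017 probe sets with loci, some of them among those already paired.

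All values were taken to log2 and fitted in R 4.3.3 with limma 3.58.1 (lmFit and eBayes, 8 residual degrees of freedom), with the 12 arrays in 1 fit. A probe set was called over the 4 stages by the moderated F-test at a Benjamini-Hochberg adjusted p of 0.005 or less, and with a fold of at least 2 between the highest and the lowest stage. Each of the 6 pairs of stages was compared by limma's moderated test at the same limits. Levels are the mean and SD of 3 arrays on the linear scale, and fold changes are differences of mean log2 values. A probe set counted as above background with a stage mean over 10, and as specific to a stage with a mean over 20 there and at or under 10 in the other stages. The peak stage is that with a mean at least 2-fold over, or under, each other stage.

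Gene lists were fixed in advance, from textbook knowledge and from lists in the paper's supplements. The families meant to be found by key words in gene descriptions were filled from the symbols of the reference table, since it gives no descriptions. The lists of DNA replication and kinesin genes were added when that table was read, before any expression test. Each list with at least 5 measured members was tested with camera (correlation preset at 0.01), adjusted over all lists and the 3 adjacent comparisons, and called at 0.05. The same test with an estimated correlation and fry were run as alternatives. In TPA against SCP, 6 of 10 splits of the arrays, the real one included, called at least as many lists as the real one. A camera call with the preset correlation is therefore weak evidence by itself. Lists for pollen MADS-box genes, Sm-like and RNA recognition motif proteins, caleosins and oleosins, ubiquitin ligase components and transposable elements had 0 matched members, and those for strictosidine synthases and chalcone enzymes and for pectin enzymes had 3 each, so that none of these was tested. The lists of meiosis, floral MADS-box and tapetum genes hold genes that the study discusses from these arrays, so that for these the counts adjusted over the list alone are not independent evidence. The maize, lily and pollen mother cell lists come from other studies, the last chosen against tricellular pollen, so that a fall towards TPA is largely built into it.

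Genes named in the text come from a set given by a rule made in advance. It holds every gene that the paper names and that a probe set could be paired with. It also holds the 10 largest rises and the 10 largest falls of each adjacent comparison. These were taken among called probe sets that are paired with 1 named gene and whose arrays do not overlap between the stages. The 4 members of each list with the lowest adjusted p complete it. Not every gene of the set is described in the text, and AHP2 and OsMADS4 are among those left out. The values of the paper's own tables had been seen when the rule was set. OsRCK, MRE11 and MUS81 were added to the named genes after their values were seen. A gene is measured by the probe set that the paper pairs with it, otherwise by the brightest of those that the reference table pairs with it alone. OsRCK is an exception, measured by its brightest probe set and not by that of Figure 7.

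The alternatives were the one-way ANOVA that the methods name over the 4 stages, an equal-variance t-test, chosen here, for pairs of stages, pairs tested only among the probe sets called over the 4 stages, a fit of only the compared stages, quantile normalization of the deposited values, arrays shifted to a common median over the probe sets above background, only probe sets over 10, values under 10 set to 10, a pseudocount of 16, trend and robust options, array weights, 1 probe set per gene, the replicate number as a block, other limits, Spearman's correlation and leaving out each array. The steps were tested on simulated data for TPA against SCP, with 57258 probe sets of which 100 were changed by 1.5 and 100 by 3 on the log2 scale. Of these, 35 and 77 were called in the right direction, and 0 of the 57058 unchanged probe sets were called. The equal-variance t-test called 0 of either, but 6969 probe sets between TPA and SCP on the arrays themselves, so that the simulation does not give its power there. The clusters could not be repeated, since they include arrays of the shoot apical meristem. Figures were drawn with Python 3.11.15, numpy 2.4.6 and matplotlib 3.10.9.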

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

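The hybridization controls and the cyclins stand here since the paper does not report on them, and the alignment of the arrays by those controls was chosen after the result was seen. Cyclins, which drive the cell cycle, had a median log2 fold change of -1.90 from SCP to TPA over 23 genes, with 13 lower and 3 higher (3 higher and 13 lower when adjusted over the list alone; camera adjusted p = 6.29e-05, adjusted p = 0.0243 with an estimated correlation and 0.111 with only probe sets over 10 in a stage). CYCA1-4 fell from 214 ± 8.82 to 28.4 ± 2.24, a log2 fold change of -2.92 (standard error 0.12, adjusted p = 7.52e-08 from limma). With arrays shifted to a common median 11 were lower and 3 higher, and the call is lost when only probe sets over 10 in a stage are tested, which removed none of the 23 but many of the probe sets that they are compared with.

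The 18 probe sets of the hybridization controls, bacterial and phage RNA that is added to each sample before hybridization, had a median log2 difference of 1.21 between TPA and PMA. Of these, 16 were higher in TPA. In 16 the arrays of both stages did not overlap, all with TPA higher. For a single probe set chance gives 10% for no overlap of 3 against 3 in either direction. The 18 probe sets measure only the BioB, BioC, BioD and Cre transcripts on the same arrays, so that they are not independent and this share is no measure for all of them together. Between TPA and SCP the median was 0.486. The rise was larger in the dimmer controls. The stage means of log2 signal are given in the order PMA, MA, SCP and TPA, as the median over the probe sets of each control. They were 7.12, 7.71, 7.98 and 8.73 for BioB and 8.65, 9.18, 9.40 and 9.99 for BioC. For BioD they were 11.35, 11.96, 11.84 and 12.05, and for Cre 13.80, 14.36, 14.00 and 13.83.

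Over the 4 stages the real grouping of the arrays called 18225 probe sets with at least 2-fold. Of 100 groupings of the 12 arrays into 4 groups of 3, only 1, the real one, called as many. The highest of the others called 5792. A share of 1 in 100 is the smallest that so many groupings can give. It argues against an arbitrary grouping of the arrays, but it cannot tell the MA stage from the person who did those arrays. For pairs of stages there are 10 splits, so that their share is never under 0.1. The real splits called 3630 (MA against PMA), 4764 (SCP against MA), 13250 (TPA against SCP), 14081 (TPA against PMA), 13700 (TPA against MA) and 6717 (SCP against PMA), 1 split of 10 in each case, and the highest others called 0, 0, 5, 1, 0 and 0. For the gene lists, 8 were called in MA against PMA (2 of 10 splits as many, highest other 8), 10 in SCP against MA (1 of 10, highest other 7) and 14 in TPA against SCP (6 of 10, highest other 17). In MA against PMA and TPA against SCP, wrong groupings thus called as many lists as the real one or more. The number of lists called there does not set the real stages apart, and camera p values with the preset correlation carry this limit.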

How the results depend on the processing

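The alternatives were set before the data were examined, except for leaving out all 3 MA arrays and the scalings of the gene lists, which were chosen after the data were seen. The cause of the changes was not tested, except where the setting itself counts fewer probe sets or uses fewer arrays. Of 57258 rice probe sets, 28630 exceeded a signal of 10 in at least 1 stage, and changes under that level are limited by the background.

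The equal-variance t-test gave 1346 for MA against PMA (903 higher, 443 lower), 6969 for TPA against SCP (3023 higher, 3946 lower), 6820 for TPA against PMA (2810 higher, 4010 lower), 8942 for TPA against MA (5596 lower), 2060 for SCP against PMA (1031 higher, 1029 lower) and 9 calls on the Q-PCR and in situ genes. Fitting only the compared stages, with fewer arrays, gave 8810 for TPA against SCP (5274 lower), 5845 lower for TPA against PMA and 4321 for SCP against PMA (1931 higher, 2390 lower). Equal medians gave 49275 over the 4 stages at any size, and 8384, 9902 and 8686 higher in TPA against SCP, PMA and MA. Array weights gave 2728 lower in MA against PMA, where 2543 were higher, and 7295 for SCP against MA (3617 higher). With 1 probe set per gene, which counts fewer probe sets, there were 12357 over the 4 stages at any size and 11273 with at least 2-fold, 2253 for MA against PMA (977 lower), 3090 for SCP against MA (1382 higher), 8351 for TPA against SCP (2608 higher), 8809 for TPA against PMA (2873 higher, 5936 lower), 8657 for TPA against MA (2635 higher) and 4245 for SCP against PMA (1933 higher, 2312 lower). Above background were 13978 (PMA), 14146 (MA), 14116 (SCP), 13726 (TPA) and 15592 (any stage), and specific were 44, 51, 132 and 469.

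Spearman's correlation between replicates was 0.982 (PMA), 0.991 (MA), 0.982 (SCP) and 0.959 (TPA), and between stages 0.967 (MA and PMA), 0.947 (SCP and MA), 0.869 (TPA and SCP), 0.869 (TPA and PMA), 0.873 (TPA and MA) and 0.938 (SCP and PMA). With only probe sets over 10, Pearson's correlation was 0.983, 0.996, 0.985 and 0.959 between replicates and 0.919, 0.882, 0.611, 0.588, 0.603 and 0.851 between stages, in the same orders. A limit of 10 gave 309 specific to PMA and 326 to MA, and every single array 85 and 116. At 4-fold, 427, 485, 978 and 2479 were highest and 148, 26, 52 and 2998 lowest in PMA, MA, SCP and TPA. At a level of 100 the shares were 66.3% against 62.0% in SCP and 74.2% against 61.3% in TPA.

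Of 81 tests on gene lists, 32 were called, and 10 with an estimated correlation, 54 with fry and 16 when only probe sets over 10 in a stage, in the lists and outside them, are tested. This filter ended 15 calls in the same direction: tubulins and translation factors in MA against PMA, calcium-dependent protein kinases, histones, cyclins and LEA proteins in SCP against MA, and cyclins, kinesins, DNA replication, heat shock proteins, proteasome subunits, MADS-box, meiosis, translation factor and lily genes in TPA against SCP. No member of the cyclin, DNA replication, proteasome, MADS-box, meiosis, tubulin, histone, translation factor and LEA lists was removed, so that for these the comparison with other probe sets changed and not the list. Calls that end under other scalings stand beside each list. The direction turned under fry for the maize list in SCP against MA (median -0.12, adjusted p = 0.00031) and for actin (-0.33, 1.16e-09), calcium-dependent protein kinases (-0.79, 1.95e-09), NAC (-0.0114, 0.0222), sugar transport and starch (0.15, 0.000153) and maize (-0.31, 1e-06) in TPA against SCP. With only probe sets over 10 in a stage tested, where 330 of the 338 maize homologues remain, it turned for maize in TPA against SCP (-0.34, 0.971).

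Without 1 array, the probe sets lower in MA against PMA ranged from 1047 (without MA replicate 1) to 1908, with 1087 without MA replicate 2, the correlation of SCP and MA from 0.938 to 0.943, and the level shares from 79.3 to 81.9% in SCP and 84.6 to 87.8% in TPA. Without SCP replicate 3 more probe sets rose (2315) than fell (2197) from MA to SCP. Of 5208 comparisons of named genes without 1 array, 4979 stayed on their side of the test, 188 calls were lost and 41 gained. Of 434 comparisons of named genes, the calls lost were 86 with the equal-variance t-test, 44 with only the compared stages, 26 with equal medians, 17 each with quantile normalization, the pseudocount and the replicate block, 10 with values under 10 set to 10, 9 with array weights and 0 with trend and robust options. None of these settings turned the direction of a called gene. Many named genes were chosen for large changes or low adjusted p, so that these tallies do not speak for all calls. Replicate numbers were not found to pair the arrays, since the 18 pairs of arrays with 1 number had correlations of -0.0539 to 0.0999 after removing the stage means. The replicate block gave 16944 over the 4 stages, 2856, 4014 and 12568 for the adjacent stages and 32 lists. Without the MA arrays, TPA against SCP gave 11518 (4223 higher, 7295 lower), TPA against PMA 12599 and SCP against PMA 4888.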

Differences from the paper's values

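The tests behind these values were set before the data were examined. The paper counts unique genes outside transposable elements and uses MAS5 present calls beside the signal, whereas probe sets and a mean signal over 10 are counted here. Fold and p limits are those that the paper states. A difference in a count or percent is said to close when the 2 values lie within 1.5 times of each other, so that a closed difference can still be large. The setting of 1 probe set per gene covers only the 17905 genes of the reference table, far fewer than the unique genes of the paper. A difference that closes with this setting is therefore not closed like for like. The paper's replicate correlation for MA is 0.99, against 0.998 here, and with Spearman's correlation (0.991) the difference closes. The paper's lowest correlation among PMA, MA and SCP is 0.92, against 0.926, which closes without PMA replicate 1 (0.925) and without PMA replicate 3, but not with the other alternatives. The paper's lowest correlation of TPA is 0.77, against 0.787 between stage means, which no alternative closes, while the lowest between single arrays, of PMA and TPA, is 0.770.

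The paper's fewest and most genes that differ between TPA and another stage are 7219 and 8318, against 13250 and 14081. The equal-variance t-test (6820 and 8942), a fit of only the compared stages (8810 and 10814) and 1 probe set per gene (8351 and 8809) bring both within 1.5 times, and the other alternatives do not. The paper's number of genes expressed in TPA is 15465, against 23670. It closes with a limit of 20 (19201), with at least 2 of 3 arrays (22920) and with 1 probe set per gene (13726), and not without single arrays. The paper's percent of genes specific to the stage is 0.5 for MA, against 0.835, and 0.3 for PMA, against 0.705. The paper asks only for values under 10 in the other stages, while a mean over 20 in the stage and a call over the 4 stages are asked for here, and with 10 in place of 20 the gap is wider (1.39 and 1.32). Both close with 1 probe set per gene (0.361 and 0.315) and with every single array over the limit (0.494 and 0.363), and not with the other alternatives.

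For genes that differ over the 4 stages by at least 2-fold the paper's value is 11915, against 18225. It closes with the ANOVA of the methods (17713), quantile normalization (17664), values under 10 set to 10 (16873), log2(value + 16) (16430), 1 probe set per gene (11273), the replicate block (16944) and without any 1 array other than TPA replicates 2 and 3. Of these only 1 probe set per gene, which covers far fewer genes than the paper counts over, comes near the paper's value. The others stay far above it. The paper's number for MA against PMA is 1762, against 3630, which closes with the equal-variance t-test (1346), 1 probe set per gene (2253) and without MA replicate 1 (2468), 2 (2498) or 3 (2559). For TPA against SCP the paper's number is 7251, against 13250, which closes with the equal-variance t-test (6969), only the compared stages (8810) and 1 probe set per gene (8351). The other alternatives close neither. The paper's sum of transcripts higher in SCP and TPA is 4232, against 6907. It closes with the equal-variance t-test (4564), only the compared stages (5701), values under 10 set to 10 (6277), log2(value + 16) (6041), 1 probe set per gene (3990) and without MA replicates 1, 2 or 3 and SCP replicates 1 or 2. The paper's sum of those lower is 6395, against 11107, which closes with the equal-variance t-test (5887), only the compared stages (7963), quantile normalization (9439), equal medians (8846), 1 probe set per gene (7451) and without SCP replicate 1 (9451) or 2 (9494). For MA against PMA the paper's figure shows about 1100 genes higher in Fig. 6a, read by eye, against 1895, which closes with the equal-variance t-test (903), only the compared stages (1614), log2(value + 16) (1638), 1 probe set per gene (1276), the replicate block (1566) and without PMA replicates 2 or 3 and MA replicates 1, 2 or 3. It shows about 660 lower in Fig. 6a, read by eye, against 1735, which closes with the equal-variance t-test (443) and 1 probe set per gene (977).

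The paper has TPA as the smallest transcriptome and MA and SCP as the largest. Here TPA had the most probe sets over 10 (23670, against 23465 in MA, 23588 in SCP and 23407 in PMA), but the fewest at a limit of 20 (19201, against 20302 in PMA, 20417 in MA and 20455 in SCP), with at least 2 of 3 arrays over 10 (22920, against 23058, 23320 and 23403) and with 1 probe set per gene (13726, against 13978, 14146 and 14116). The paper's results describe the characterized meiosis genes other than OsRCK as specific to MA, while its discussion has OsMEL1 as specific to PMA, the direction found here. MEL2, OsDMC1 and ZEP1 are listed with genes preferring MA. Of 10 genes drawn in the plot of meiosis genes, OsMEL1 (7716 in PMA, 57.1 in MA), MEL2, OsRAD21-4 and OsDMC1 on chromosome 12 had a higher mean in PMA than in MA, the last not by the test, as Figure 7 itself shows for OsMEL1 and OsRAD21-4. PAIR1, PAIR2, PAIR3, ZEP1 and OsSDS were highest in MA, in the paper's direction, of which PAIR1, PAIR2 and OsSDS did not pass the test against PMA. OsRCK was highest in TPA by its brighter probe set. That of Figure 7 also had its highest mean in TPA (10.2 ± 7.59), but with means of 5.35 to 10.2 it lay close to background.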

Other observations

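The alignments by hybridization controls were chosen after the result was seen, and the test on abundant transcripts was set before it. In the lists of kinesins, heat shock proteins and chaperones, and proteasome subunits more members fell than rose from SCP to TPA, but most were not called, and the calls on the lists are lost with an estimated correlation and when only probe sets over 10 in a stage are tested, a setting that changes mostly the probe sets they are compared with. Kinesins are the motors of the spindle and of transport on microtubules, and 13 of 32 fell and 2 rose from SCP to TPA (2 higher and 13 lower when adjusted over the list alone; camera adjusted p = 0.00052, adjusted p = 0.156 with an estimated correlation and 0.318 with only probe sets over 10 in a stage). KIN7F fell from 275 ± 12.1 to 50.8 ± 5.11, a log2 fold change of -2.44 (standard error 0.10, adjusted p = 9.17e-08 from limma). Of 32 heat shock proteins and chaperones 11 fell and none rose (0 higher and 11 lower when adjusted over the list alone; camera adjusted p = 0.000657, adjusted p = 0.166 with an estimated correlation and 0.241 with only probe sets over 10 in a stage), among them HSP81-1, of the HSP90 family, from 7962 ± 737 to 2419 ± 282, a log2 fold change of -1.72 (standard error 0.096, adjusted p = 6.38e-07). Of 19 proteasome subunits 7 fell and none rose (0 higher and 7 lower when adjusted over the list alone; camera adjusted p = 0.000236, adjusted p = 0.325 with an estimated correlation and 0.215 with only probe sets over 10 in a stage), with RPN-II from 2506 ± 252 to 708 ± 92.9, a log2 fold change of -1.83 (standard error 0.10, adjusted p = 6.28e-07). With arrays shifted to a common median 1 proteasome gene fell and 1 rose, 11 kinesins fell and 6 rose, and 10 heat shock proteins and chaperones fell and 3 rose. Over all genes, counted as 1 probe set per gene, 5743 fell and 2608 rose with the deposited values.

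Of 28 genes of DNA replication, 6 fell and none rose from PMA to MA (1 higher and 11 lower when adjusted over the list alone; camera adjusted p = 3.4e-06, adjusted p = 0.215 with an estimated correlation and 0.00104 with only probe sets over 10 in a stage), and 16 fell and none rose from MA to SCP (0 higher and 16 lower when adjusted over the list alone; camera adjusted p = 1.51e-10, adjusted p = 0.114 with an estimated correlation and 4.12e-07 with only probe sets over 10 in a stage). OsMCM6, a subunit of the replicative helicase, fell from 186 ± 17.0 in MA to 23.6 ± 6.66 in SCP, a log2 fold change of -3.01 (standard error 0.27, adjusted p = 6.56e-05 from limma). Later, 10 fell and 2 rose from SCP to TPA (4 higher and 11 lower when adjusted over the list alone; camera adjusted p = 0.0183, adjusted p = 0.458 with an estimated correlation and 0.721 with only probe sets over 10 in a stage), a call that is lost after quantile normalization (adjusted p = 0.562, 4 higher and 5 lower). With arrays shifted to a common median 8 rose and 4 fell, while the median of the list stayed under 0. Of 23 cyclins 5 fell and none rose from MA to SCP (camera adjusted p = 0.0357, adjusted p = 0.132 with an estimated correlation and 0.0805 with only probe sets over 10 in a stage), lost without SCP replicate 3 or TPA replicate 3, with CYCA2-1 from 917 ± 34.3 to 65.9 ± 10.8, a log2 fold change of -3.81 (standard error 0.33, adjusted p = 5.34e-05). Of 7 core histones 2 fell and none rose from MA to SCP (0 higher and 4 lower when adjusted over the list alone; camera adjusted p = 0.0222, adjusted p = 0.41 with an estimated correlation and 0.0949 with only probe sets over 10 in a stage).

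More probe sets fell (8549) than rose (4701) from SCP to TPA, a ratio of 1.82. As a test of the authors' normalization the arrays were aligned on the 18 hybridization controls, and the ratio was then 3.61 (13041 falls and 3617 rises), and 3.16 to 3.81 with each SCP or TPA array left out. Aligned on 1 control at a time it was 4.70 (BioB), 4.13 (BioC), 2.39 (BioD) and 1.49 (Cre, 7924 falls and 5320 rises). These ratios follow from control levels seen before: BioB, BioC and BioD lay higher in TPA than in SCP, with median log2 differences of 0.790, 0.730 and 0.212, and Cre lower, with -0.158. The controls also depend on how much labelled sample RNA each array received. The paper states how much total RNA was labelled, but not the labelled amount on each array, so that the normalization stays open. A few abundant transcripts taking up the signal would lower all others. The signal outside the 1% brightest probe sets was lower in TPA by a fold of 1.04, and 1.05 between the most distant arrays, a shift of 0.0514 on the log2 scale. Normalization by quantiles holds this share nearly equal between arrays whatever the samples hold, so that the limit set for this test was wrong, it decides nothing and this explanation stays open too. Quantile normalization of the deposited values left 6904 falls and 5372 rises. Arrays shifted to a common median gave 8384 rises and 6216 falls, a shift that moved every probe set of an array alike, those near the floor included. The change of the tissue itself between these stages may explain the excess and also stays open, as an untested hypothesis.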
